# Comparative transcriptional profiling identifies takeout as a gene that regulates life span

**DOI:** 10.18632/aging.100146

**Published:** 2010-05-11

**Authors:** Johannes Bauer, Michael Antosh, Chengyi Chang, Christoph Schorl, Santharam Kolli, Nicola Neretti, Stephen L. Helfand

**Keywords:** Dietary restriction, Calorie restriction, microarrays, Drosophila melanogaster, Sir2, p53, Rpd3, Indy, methuselah (mth), chico, life span extension, and takeout

## Abstract

**A major challenge in translating the positive effects of dietary restriction (DR) for the improvement of human health is the development of therapeutic mimics.  One approach to finding DR mimics is based upon identification of the proximal effectors of DR life span extension. Whole genome profiling of DR in *Drosophila* shows a large number of changes in gene expression, making it difficult to establish which changes are involved in life span determination as opposed to other unrelated physiological changes. We used comparative whole genome expression profiling to discover genes whose change in expression is shared between DR and two molecular genetic life span extending interventions related to DR, increased dSir2 and decreased Dmp53 activity. We find twenty-one genes shared among the three related life span extending interventions.  One of these genes, *takeout,* thought to be involved in circadian rhythms, feeding behavior and juvenile hormone binding is also increased in four other life span extending conditions: *Rpd3, Indy*, *chico* and *methuselah*.  We demonstrate *takeout* is involved in longevity determination by specifically increasing adult *takeout* expression and extending life span. These studies demonstrate the power of comparative whole genome transcriptional profiling for identifying specific downstream elements of the DR life span extending pathway.

## Results

### Genetic background affects the specific genes that respond to DR

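RNA from whole females of the yw/w1118 and Canton-S backgrounds was hybridized to Affymetrix Drosophila 2.0 arrays, on which 1 or more sets of probes (probesets) measure each gene. Flies were aged for 10 or 40 days on restricted food (DR, 0.5N) or on high calorie food (1.5N), with 3 arrays in each group, which the paper describes as independent biological replicates. In the yw/w1118 background the control flies carry the inducible dSir2 construct and received the diluent alone, and the same 3 control arrays at each age also serve dSir2 overexpression. The Canton-S flies have controls of their own. The authors quantile normalized the arrays and summarized the probes with GCRMA, and the deposited log2 expression values were used unchanged. Over all 42 arrays they run from a floor of 2.11 to 16.22, with array medians between 2.73 and 3.10. On each array 36.6 to 41.0% of probesets sit at the floor, where no fall can be seen, and a change to or from a level near the floor is a lower bound. DR and control flies of 1 background and age were compared with limma on their own 6 arrays, and a gene was called at an adjusted p under 0.05 and a fold over 1.5 from any probeset that names it alone. Probesets at or below the 25th percentile in both groups counted as absent, which left 9350 genes in yw/w1118 flies and 9650 in Canton-S flies at day 10. The criteria of the methods, an unadjusted p under 0.01 and the same fold, were applied beside limma. A gene named below with a rise or a fall between 2 groups had all 3 arrays of one on one side of all 3 of the other, and the number of arrays limits the precision of every value. Changes are on the log2 scale, and the value of a gene with several probesets is that of the probeset with the highest mean over all arrays.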

We examined the relative change in gene expression under DR conditions in whole female flies at Days 10 and 40 using flies from a combined inbred *yw*/*w^1118^* background and a Canton-S background.  The DR conditions used (1.5N high calorie and 0.5N low calorie; [1]) extend life span by 30-40% in both of these backgrounds.  Employing criteria of > 1.5 fold change and < 0.01 p value we found that the DR flies in the *yw*/*w^1118^* background showed 1321 genes increased at Day 10 and 1140 genes decreased at Day 10 (Figure 1A).  

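DR in yw/w1118 females at day 10 raised genes of the clock and of the takeout family, and lowered tut and Gnmt, an enzyme of one-carbon metabolism. Send2, an endopeptidase of the spermatheca, rose by 4.08 (standard error 0.79, adjusted p = 0.0114), and CG17234 rose by 4.55 (standard error 0.87, adjusted p = 0.0112). CG7203 (3.26) and CG31259 (2.98) also rose, while tut (-2.73), CG5245 (-2.51) and Gnmt, the glycine N-methyltransferase (-2.32), were among the genes that fell furthest. limma called 1713 genes higher and 1392 lower, and the criteria of the methods gave 1448 higher and 1251 lower. Of 11 measured clock genes, 8 rose and none fell, the same numbers as when adjusted over the list alone, among them vri at 1.48 (standard error 0.22, adjusted p = 0.00477), Clk at 1.13 and per at 0.92. Against all other genes the clock list had an adjusted p = 0.04 from limma's camera with a preset correlation between genes, and an adjusted p = 0.272 with an estimated correlation. Of 16 measured relatives of takeout, which encode secreted proteins of the juvenile hormone binding protein family, 11 rose and 1 fell, again the same when adjusted over the list alone (camera adjusted p = 6.0e-05, adjusted p = 0.214 with an estimated correlation). They include CG7968 (1.35) and Jhbp7 (1.26), and dyw fell (-1.21). Of 17 genes of fat synthesis and storage, 6 rose and 1 fell (the same when adjusted over the list alone), with Lsd-1 (1.42), which coats lipid droplets, and AkhR (1.38), the receptor of adipokinetic hormone. This list did not pass camera (adjusted p = 0.0894). Among 74 cytochrome P450s, 25 rose and 6 fell, also when adjusted over the list alone (camera adjusted p = 2.0e-04, adjusted p = 0.214 with an estimated correlation), from Cyp313a1 (1.54) to Cyp6w1 (-1.56). The small heat shock gene l(2)efl rose (1.94) while Hsp27 (-1.11) and Hsp26 (-0.99) fell, among 5 heat shock genes measured. ImpL2, which binds insulin-like peptides, rose by 1.12 and Ilp2 by 0.68.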

At Day 40 the *yw*/*w^1118^* CR flies had only 129 genes increased and 19 genes decreased (Supplementary Figure 1).  

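At day 40 few genes of yw/w1118 flies passed limma under DR on their own 6 arrays: 5 rose and 2 fell, against 1015 higher and 1253 lower at an unadjusted p under 0.05. The 5 are CG8888 (1.23), MtnA, the metallothionein that binds copper (1.16), alrm (1.06), Acox3 (0.76) and X11Lbeta (0.87), the last 2 named after their values were seen. ninaD, a scavenger receptor that takes up carotenoids, fell by 4.84 (standard error 0.27, adjusted p = 0.0282), and gammaTub37C, the maternal gamma tubulin, fell by 0.61 on the log2 scale. The criteria of the methods gave 192 higher and 31 lower, of which 152 and 25 had changed in the same direction at day 10. The 2 comparisons have no arrays in common, and independent lists would share 30.6 and 4.3. Of 16 muscle genes 13 passed when adjusted over the list alone and none over all genes, with a median of 0.79. The limma count depends on the model. It was 608 higher and 131 lower with all 14 groups in 1 fit, 755 and 143 with array weights, 66 and 7 with absent set at the 50th percentile, and 1 and 0 without the absent filter. Both counts move when an array is left out, which by itself makes calls harder. Without DR replicate 1 or 2 limma called 38 and 4 genes, and without control replicate 1, 2 or 3 it called 11, 1 and 1. The criteria of the methods gave 127 and 130 genes without DR replicate 2 or 3, and 111 and 80 without control replicate 2 or 3. With each array centred on its median the split became 92 higher and 13 lower, and after another quantile normalization 12 and 2.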

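In Canton-S females at day 10, DR raised more cytochrome P450s and relatives of takeout than it lowered, and lowered Gnmt, an enzyme of one-carbon metabolism. phu, a phosphatase, rose by 6.63 (standard error 0.26, adjusted p = 3.8e-04) and Npc2d, a sterol-binding protein, by 4.47 (standard error 1.07, adjusted p = 0.023). Alp8, an alkaline phosphatase, rose at least by 5.93, a lower bound since the control arrays are at the floor. The cuticle genes TwdlM (5.37) and TwdlL (5.14), the latter also from the floor, rose with it. Gnmt fell by 6.15 (standard error 0.60, adjusted p = 0.00169), and CG10591 (-3.81), ImpE2 (-3.54) and CG34040 (-3.38) fell too. limma called 1726 genes higher and 1711 lower, and 1451 and 1603 passed the criteria of the methods. Of 9 genes of insulin signalling 2 rose and 1 fell, also when adjusted over the list alone: Akt (0.88) and ImpL2 (0.97) rose, and the glucosidase tobi fell (-1.92). The list of fat synthesis and storage held 6 higher and 2 lower genes of 17 (5 and 2 when adjusted over the list alone), with AkhR (1.76) rising and Lsd-2 (-1.07) falling. Of 76 cytochrome P450s, 29 rose and 9 fell (30 and 9 when adjusted over the list alone), with Cyp4ac3 (2.89) at one end and Cyp6w1 (-2.43) at the other. The list had a camera adjusted p = 0.00259, and an adjusted p = 0.435 with an estimated correlation. Among 11 clock genes 6 rose, again when adjusted over the list alone, led by vri (1.93) and Clk (1.45), at a camera adjusted p = 0.0868. Among 16 relatives of takeout 5 rose (4 when adjusted over the list alone), among them Jhbp7 (2.35), at a camera adjusted p = 0.0339 and an adjusted p = 0.422 with an estimated correlation.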

In the Canton-S background 1286 genes increased with DR at Day 10 and 1435 genes decreased with DR at Day 10 (Figure 1A).  

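In older Canton-S flies DR still changed genes of digestion, muscle, the eye and the female germline. CG6839 rose by 4.80 (standard error 0.54, adjusted p = 0.00601), and CG17192 (4.35) and CG3819 (3.94) rose as well. Digestive peptidases were higher: 16 of 27 rose and none fell (20 when adjusted over the list alone), with Jon99Ci (3.88), Jon25Bii (2.95) and Jon66Cii (2.73), at a camera adjusted p = 4.4e-09 and an adjusted p = 0.351 with an estimated correlation. Of 16 muscle genes 15 rose (14 when adjusted over the list alone), with TpnC4, a troponin C, at 2.26 and fln at 2.03. All 6 photoreceptor genes rose, with the scaffold inaD at 1.95. Genes of the female germline fell: exu by 1.23, nanos by 1.20 and bcd by 1.04, and of 34 oogenesis genes 15 fell and 3 rose (15 and 2 over the list alone, adjusted p = 0.505 with an estimated correlation). Of the genes whose mutants live long, mth fell (-1.09, adjusted p = 0.0338), and chico (-0.20), Indy (-0.10) and HDAC1, the Rpd3 of the paper (-0.54), did not pass. CTCF fell as well (-1.05), as did foxo (-1.60). limma called 1288 genes higher and 1228 lower of 9462 tested, and 940 and 959 passed the criteria of the methods. Of the latter, 648 and 710 had also changed that way at day 10, where independent lists would share 148.9 and 168.0. Without control replicate 2 or 3 limma called 1485 and 1356 genes, and the criteria of the methods gave 1012 and 929, or 1176 without DR replicate 3.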

At Day 40, 746 genes were increased and 715 genes were decreased in DR in the Canton-S background (Supplementary Figure 1).  

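Most genes that answered to DR in one background answered in the same direction in the other. Send2 rose by 4.14 (standard error 0.62, adjusted p = 0.00522) in Canton-S flies too, and CG17234, looked up here after its rise in yw/w1118 flies was seen, by 3.72. HDAC1, the histone deacetylase that the paper calls Rpd3, fell in both backgrounds, by 0.66 in yw/w1118 flies and by 0.71 in Canton-S flies. Of the small heat shock genes 3 moved alike, with l(2)efl higher by 1.39 in Canton-S flies and Hsp26 (-1.23) and Hsp27 (-1.19) lower. At the criteria of the methods 1029 genes were higher in both backgrounds, 71.1% of those higher in yw/w1118 flies, and 995 were lower in both, 79.5% of those lower. Independent lists of these sizes among the 9068 genes tested in both would share 231.4 and 221.0, and 31 genes changed in opposite directions. The genes called by limma overlapped in 1328 higher and 1124 lower genes. The backgrounds have separate control arrays. Across 11547 probesets, which are not independent replicates, the changes correlated at r = 0.798 (Spearman's rho 0.858).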

Of the genes that increased or decreased in DR at Day 10 approximately 55-60% (765 up; 708 down) of them were shared between the two different fly backgrounds (*yw*/*w^1118 ^*and Canton-S). GOstat analysis of the genes altered by DR at day 10 and day 40 in these two different inbred genetic backgrounds revealed changes in biological functions similar to those previously described for DR in an outbred background of *Drosophila*[2-4]. 

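In both backgrounds at day 10, DR lowered genes of the ovary and of DNA replication. It raised digestive peptidases and genes of defense, muscle and the eye. Of 34 genes of oogenesis and the maternal germline, 12 fell in yw/w1118 flies and 18 in Canton-S flies, also when adjusted over the list alone, and 1 rose in each, which did not pass over the list alone. The germline helicase vas fell by 1.22 (standard error 0.13, adjusted p = 0.00229) and exu by 0.96 in yw/w1118 flies, and stau fell by 1.22 and nanos by 1.09 in Canton-S flies. The list passed camera with adjusted p = 6.0e-04 and 5.1e-05, but had an adjusted p = 0.318 and 0.42 with an estimated correlation. DNA replication and cell cycle genes fell more widely, 13 of 17 in yw/w1118 flies and 14 in Canton-S flies over all genes and over the list alone. The origin recognition subunit Orc2 fell by 1.19 and 1.43, and 1 member of the list rose in each, which over the list alone held in yw/w1118 flies (adjusted p = 0.342 and 0.435 with an estimated correlation). Genes for the eggshell and the yolk were not part of this fall. In yw/w1118 flies 1 of 17 eggshell genes fell, the chorion gene Cp7Fc (-0.68), and none passed when adjusted over the list alone. The yolk protein gene Yp1 changed by 0.00, and of 4 yolk genes the receptor yl fell in Canton-S flies (-0.87). Trypsins and Jonah proteases rose, 17 of 27 in each background (17 and 19 when adjusted over the list alone), with Jon65Aii at 1.76 (standard error 0.21, adjusted p = 0.00292) in yw/w1118 flies and Jon66Ci at 3.50 (standard error 0.43, adjusted p = 0.00302) in Canton-S flies. Try29F fell in yw/w1118 flies (-1.51). The list's adjusted p with an estimated correlation was 0.277 and 0.477. The midgut digestion list of 11 genes had a median of 0.48 (quartiles -0.34 to 0.61) in yw/w1118 flies. In Canton-S flies its median was 0.01 (quartiles -0.73 to 0.63). Of 15 defense genes 7 rose in each background, also over the list alone, led by the antimicrobial peptide Def (1.84 and 2.86), with an adjusted p = 0.342 and 0.435 with an estimated correlation. TotC fell in yw/w1118 flies. All 16 muscle genes rose in yw/w1118 flies and 15 in Canton-S flies, with the flight muscle actin Act88F at 2.07 and 3.14. All 6 photoreceptor genes rose in both, with inaC at 1.44 and trpl at 2.03. Among neuron genes 7 of 12 and 6 of 13 rose, with ChAT at 1.99 and VAChT at 2.28, and elav was the member that fell in Canton-S flies. The muscle and photoreceptor lists had an adjusted p = 0.214 and 0.42 with an estimated correlation. Genes with a mean above 6 had a median change of -0.17 in both backgrounds, to which these changes can be compared. From GOstat categories of the altered genes, the paper states that DR changed functions like those described in an outbred background.

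**Figure D1:**
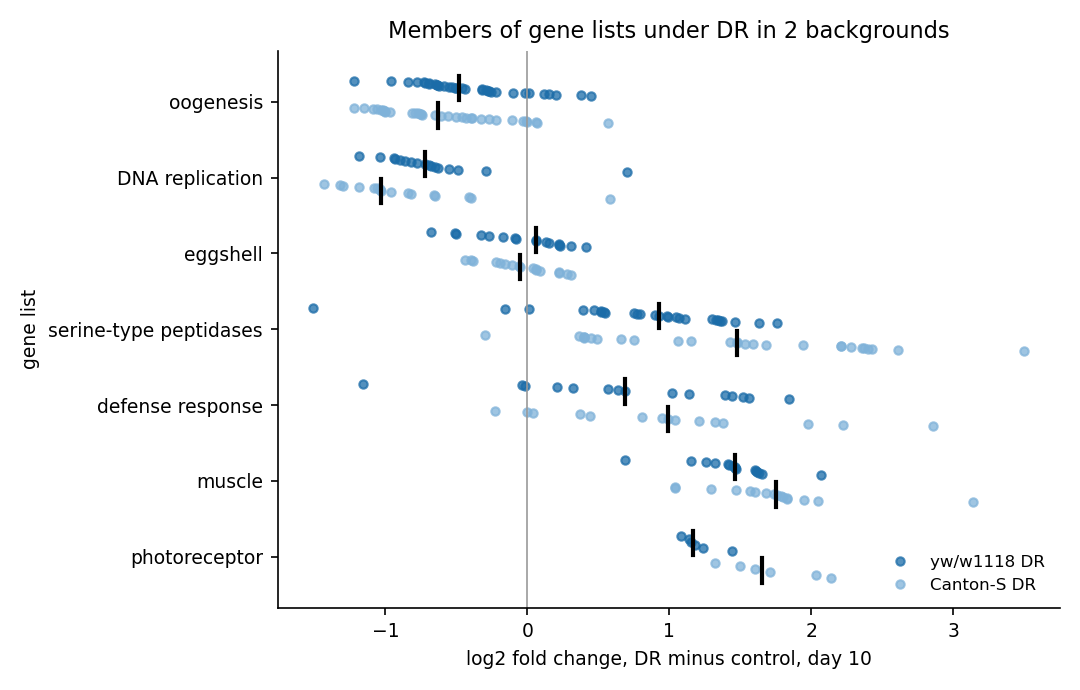
Log2 fold change under DR at day 10 (x axis) of the measured members of 7 gene lists (y axis). Each point is a gene in yw/w1118 flies (dark) or Canton-S flies (light) and the black bar is the list's median. The muscle medians are 1.46 and 1.75, and the oogenesis medians -0.48 and -0.63.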

(Supplementary Table 1).

These studies indicate that by day 10 there are a substantial number of genes expressed differentially by DR flies: 2461 in *yw*/*w^1118^* background; 2721 in Canton-S background and 1473 shared in both backgrounds. These changes should represent an inclusive set of most of the gene expression changes associated with DR including those unrelated to life span extension, but induced as a result of the nutritional challenge of DR. For example, in addition to extending life span in flies, DR also leads to a reduction in female fertility.  The decrease in fertility is not thought to be a primary component of the life span extending effect [5-7].

**Figure 1.**
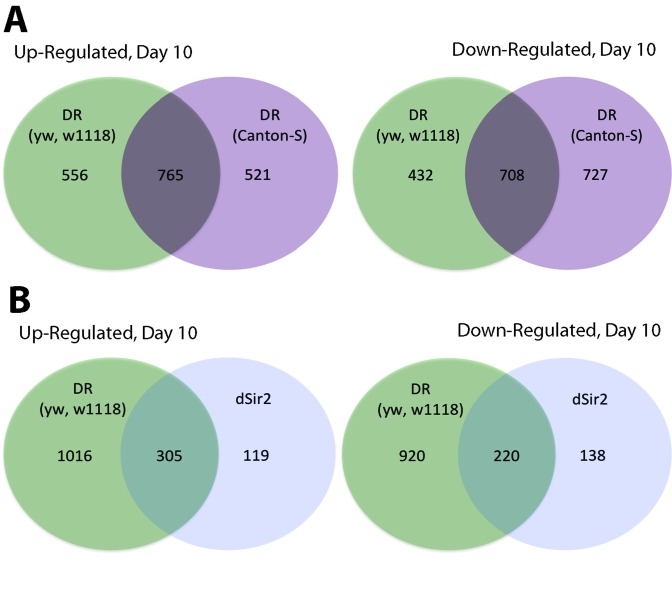
Comparison of genes upregulated and downregulated in yw/w ^1118^ DR, Canton-S CR and dSir2 overexpressed long-lived flies at Day 10. (**A**) Venn diagram comparing the upregulated and downregulated genes for DR flies in a yw/w^1118^ and a Canton-S background at age 10 days.  (**B**) Venn diagram comparing upregulated and downregulated genes in DR long-lived flies and dSir2 overexpressing long-lived flies at age 10 Days.  DR flies and dSir2 overexpressing flies are in an identical genetic background.  The majority of genes expressed in dSir2 overexpression are also expressed in DR (72% upregulated and 61% downregulated). Verification of microarray data using qPCR is in Supplementary Figure 3.

### Gene expression changes in dSir2 overexpressing long-lived flies overlaps with DR long-lived flies

In order to identify genes involved more specifically in DR life span extension we compared the changes in gene expression in DR with those induced by a specific molecular genetic life span extending intervention related to DR that does not cause a decrease in female fertility; an increase in adult neuronal dSir2 expression [6]. To improve the sensitivity in detecting shared changes in gene expression in DR and dSir2 overexpressing flies we compared these two interventions in genetically identical flies by using the inducible RU486 system [8,9].  

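For neuronal dSir2 overexpression, whole females with the Elav GeneSwitch driver and the dSir2 construct were profiled at days 10 and 40 with 3 arrays in each group, on high calorie food (1.5N) with 200 μM RU486 or with the diluent alone. The dSir2 gene, Sirt1 in the gene table, read 11.69 ± 0.09 (SD, n = 3 arrays) in log2 units in overexpressing flies at day 10 and 11.91 ± 0.18 (SD, n = 3 arrays) in their controls. The difference was -0.22 (limma adjusted p = 0.232), and at day 40 it was 0.04, so that neither age shows a higher dSir2 signal in RNA from whole flies. The control arrays are those also set against DR in the yw/w1118 background, so the 2 comparisons share their chance variation. With 3 of them the 2 comparisons cannot each be given 2 control arrays of their own. No array of flies on RU486 without a dSir2 or Dmp53 construct was analysed here. Filter, test and thresholds were those given for DR, and 9494 genes were tested at day 10. In simulated data built on these 6 arrays, 59 of 100 probesets with a 2-fold change and 94 of 100 with a 4-fold change were called by limma. The changed probesets were drawn from those with a control mean over 6, so weakly expressed genes are not covered.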

A cohort of genetically identical flies possessing the GeneSwitch Elav driver (GSElav) and a construct permitting overexpression of dSir2 were randomly assigned to three different conditions: (i) high calorie food with EtOH diluent; (ii) low calorie food with EtOH diluent; and (iii) high calorie food with RU486.

A great deal of overlap in gene expression is seen between DR and neuronal specific dSir2 overexpression (Figure 1B). 

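Cytochrome P450s were higher in whole flies with neuronal dSir2 overexpression at day 10 than in their controls, and none of them fell. The overexpressing flies also received RU486, so this comparison cannot tell the 2 apart. The P450 list had a median of 0.18 here and of 0.00 in DN-Dmp53 flies, which received RU486 too. Jhbp2, of the takeout family, rose by 2.76 (standard error 0.13, adjusted p = 0.00253), CG9083 by 3.79 (standard error 0.50, adjusted p = 0.0119) and the Osiris genes Osi6 and Osi9 by 5.17 and 3.06, and CG14756 rose by 3.09. The testis RNA-binding gene tut fell by 2.87 (standard error 0.18, adjusted p = 0.00303), and lectin-24A (-2.77), the heart transcription factor Hand (-2.64) and CG14453 (-2.09) fell with it. Of 74 cytochrome P450s 20 rose and none fell (22 when adjusted over the list alone), with Cyp9b2 (1.93), Cyp6a23 (1.53) and Cyp6a14 (1.47), at a camera adjusted p = 3.9e-05 and an adjusted p = 0.149 with an estimated correlation. Of 32 glutathione S-transferases 3 rose, among them GstE3 (1.51), and none fell (1 fell when adjusted over the list alone). The clock genes per (1.98) and tim (0.95) rose, while the other 9 clock genes did not pass over all genes and the list's median was -0.18. limma called 629 genes higher and 540 lower, and 527 and 454 passed the criteria of the methods. The counts moved when an array was left out, which by itself makes calls harder. Without control replicate 2 or 3 limma called 729 and 685 genes. The criteria of the methods gave 590 without control replicate 3 and 651 without dSir2 replicate 1. With each array centred on its median the split was 867 higher and 438 lower.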

Of the 782 genes that change with neuronal specific dSir2 overexpression, 525 or 67% were shared with DR (72% upregulated and 61% downregulated).  

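Of the genes changed by dSir2 overexpression, 413 higher and 320 lower genes had changed in the same direction under DR at the criteria of the methods, which is 78.4% of the higher and 70.5% of the lower genes. MtnA rose with dSir2 by 0.82 and under DR by 1.87 at day 10, the lipin gene Lpin by 0.98 and 1.02, and l(2)efl, as under DR, with dSir2 (1.30). Ilp2, the insulin-like peptide of the brain, rose with dSir2 by 0.79. Other genes parted. Hand, low with dSir2, rose under DR by 1.26, CG9083 changed under DR by 0.11 (limma adjusted p = 0.952), and 10 genes changed in opposite directions. MtnA, Hand and CG9083 were looked up here after their values were seen elsewhere. Independent lists of these sizes among the 9181 genes tested in both would share 83.1 higher and 61.9 lower genes. The 2 comparisons share their control arrays. Unchanged groups simulated against those arrays shared 0.35 higher and 0.31 lower genes on average over 100 draws, and with the changes of DR kept and dSir2 unchanged 1.54 and 0.84. The simulated dSir2 lists held 8.47 and 8.3 genes on average, so these counts are small by list size alone. In percent of those lists, 7.94 and 28.8 were shared on average and 33.3 and 62.5 at most, against 74.7 observed. The simulated groups hold no shift common to all the control arrays, so how much of the excess comes from the shared controls stays open. The covariance of the 2 sets of fold changes was 0.186, against 0.015 in the simulated groups, at an observed r of 0.62 across probesets, which are not independent replicates, and a mean r of 0.50 in the simulated groups, so that r alone says little. With DR compared to the DN-Dmp53 control flies in place of its own controls, 210 higher and 93 lower genes were shared. Those flies, whose labels carry the letters hc as do those of the dSir2 controls, have another construct, so that this count does not measure the shared controls alone. The overlap numbered 733 genes, and 471, 428 and 397 when it was made again without control replicate 1, 2 or 3.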

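The DR response of Canton-S flies, which has its own control arrays, overlapped with dSir2 overexpression in 343 higher and 311 lower genes at the criteria of the methods, 65.1% and 68.5% of the genes changed by dSir2. per rose in Canton-S DR flies by 0.93 and tut fell by 0.77, as both did with dSir2. The largest rises with dSir2 did not pass there: Osi6 changed in Canton-S DR flies by -2.59 (standard error 1.64, adjusted p = 0.271), CG9083 by 0.79 (standard error 0.96, adjusted p = 0.565) and Jhbp2 by 0.21 (standard error 0.08, adjusted p = 0.092). CG14756, high with dSir2, fell in Canton-S DR flies by 3.08. These genes were named for dSir2 first and looked up in Canton-S flies after that. Independent lists among the 9108 genes tested in both would share 83.8 and 79.7 genes, and 21 genes went opposite ways. Genes called by limma overlapped in 452 higher and 379 lower. Without dSir2 control replicate 3 the shared genes numbered 411.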

When the comparison is made between dSir2 overexpression and the genetically less related Canton-S DR the overlap is only 55% (428 genes out of 782—Supplementary Figure 1).

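Muscle, photoreceptor, digestive peptidase and defense genes were higher and DNA replication genes lower with dSir2 overexpression, as under DR in yw/w1118 flies, with smaller medians. Of 16 muscle genes 13 rose (12 when adjusted over the list alone), with the troponin C gene TpnC73F at 1.22 (standard error 0.13, adjusted p = 0.007) and the giant muscle protein bt at 1.20. Of 6 photoreceptor genes 5 rose, over the list alone too, with trpl at 1.04, and the medians of the 2 lists were 0.77 and 0.72. Digestive peptidases rose in 7 of 27 cases (9 when adjusted over the list alone), with Jon65Aii at 1.25 and Jon25Bii at 1.08, and Try29F fell (-1.25). Of 15 defense genes 4 rose, over the list alone too, with Def at 1.28, the peptidoglycan amidase PGRP-SC2 at 0.73 and BomS2 at 0.62. Of 17 genes of fat synthesis and storage 4 rose and none fell (5 and 1 over the list alone), with Lsd-1 (1.20), the gut lipase mag (1.08) and FASN1 (0.59). Among DNA replication genes 3 of 17 fell, over the list alone too: CycE (-0.90), Mcm3 (-0.73) and Orc2 (-0.62). Camera's adjusted p for the muscle, peptidase, defense and DNA replication lists was 1.2e-06, 1.9e-04, 0.0226 and 0.00102, and with an estimated correlation none of these lists passed, at an adjusted p of 0.149, 0.349, 0.461 and 0.158. The defense list, in a fit of all 14 groups, had an adjusted p = 0.113, and without control replicate 2 it had 0.0796.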

Examination of the biological nature of the shared changes between DR and dSir2 life span extension at Day 10 using GOstat shows 148 shared categories decreasing and 72 shared categories increasing (a category contains at least 5 genes and a GOstat P value <0.05).  The dSir2 long-lived flies share 78% of their downregulated and 72% of their upregulated GO categories with DR (Supplementary Table 1).  The comparison between DR and dSir2 overexpression also confirms the phenotypic observation that female reproduction is more significantly affected in DR than in dSir2 overexpression. 

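Eggshell genes were higher with dSir2 than under DR, and genes of oogenesis fell in both. Of 17 measured eggshell genes 5 rose with dSir2 at day 10 and none fell (6 when adjusted over the list alone): psd rose by 1.59 (standard error 0.08, adjusted p = 0.00259), the vitelline membrane genes Vm26Ac and Vm32E by 1.45 and 1.37, and dec, needed to assemble the eggshell, by 1.11. The list's camera adjusted p was 3.9e-05, and it had an adjusted p = 0.23 with an estimated correlation. Under DR, Vm26Ac changed by 0.15 and psd by 0.41, looked up after their rise with dSir2 was seen. Of 34 oogenesis genes 4 fell with dSir2, over the list alone too: bcd (-0.85), exu (-0.76), nanos (-0.71) and ovo (-0.63), with an adjusted p = 0.228 with an estimated correlation. The yolk protein gene Yp2 changed by 0.23, under the fold minimum. Set directly against dSir2 overexpressing flies, DR flies had 8 of the 17 eggshell genes lower and none higher, with Vm26Ac at -1.30 (standard error 0.17, adjusted p = 0.0114) and Cp7Fc at -1.15 (standard error 0.19, adjusted p = 0.019). The list's camera adjusted p was 1.5e-04, with an adjusted p = 0.355 with an estimated correlation. In this direct comparison 2 of 34 oogenesis genes were higher under DR and none lower (1 over the list alone), among them grk, which patterns the egg (1.03), and camera did not call the list (adjusted p = 0.147), while fry, which tests whether its genes lean one way, called it lower under DR (adjusted p = 0.0422). Of the replication genes, 3 were lower under DR than with dSir2: Cdk2 (-0.91), PolA1 (-0.80) and PCNA (-0.77). In all, limma called 825 genes higher and 305 lower under DR than with dSir2. The count was 568 and 576 without DR replicate 1 or 2 and 577 without dSir2 replicate 2, and after another quantile normalization 616 were higher and 458 lower. The paper sets its GO categories beside the observed phenotype, and states that DR affects female reproduction more than dSir2 overexpression does.

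**Figure D2:**
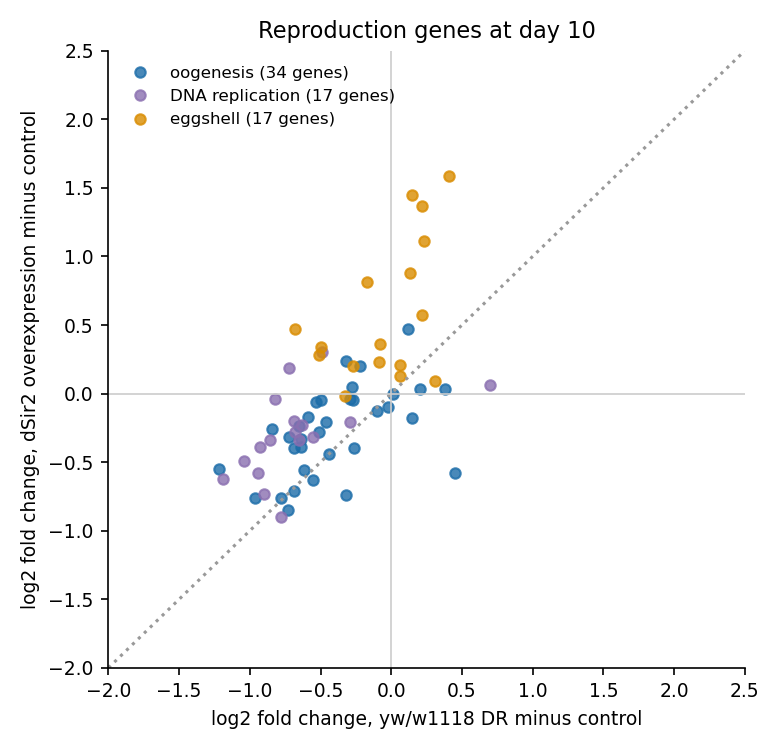
Log2 fold change at day 10 under DR in yw/w1118 flies (x axis) and with dSir2 overexpression (y axis), both against the same 3 control arrays. Each point is a gene of the oogenesis, DNA replication or eggshell list, and the dotted line marks equal change. Vm26Ac, psd and Vm32E lie far above the line.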

DR downregulates 31 GO categories related to female reproduction, while dSir2 overexpression downregulates only 11 GO categories related to female reproduction (Supplementary Table 1).

**Figure 2.**
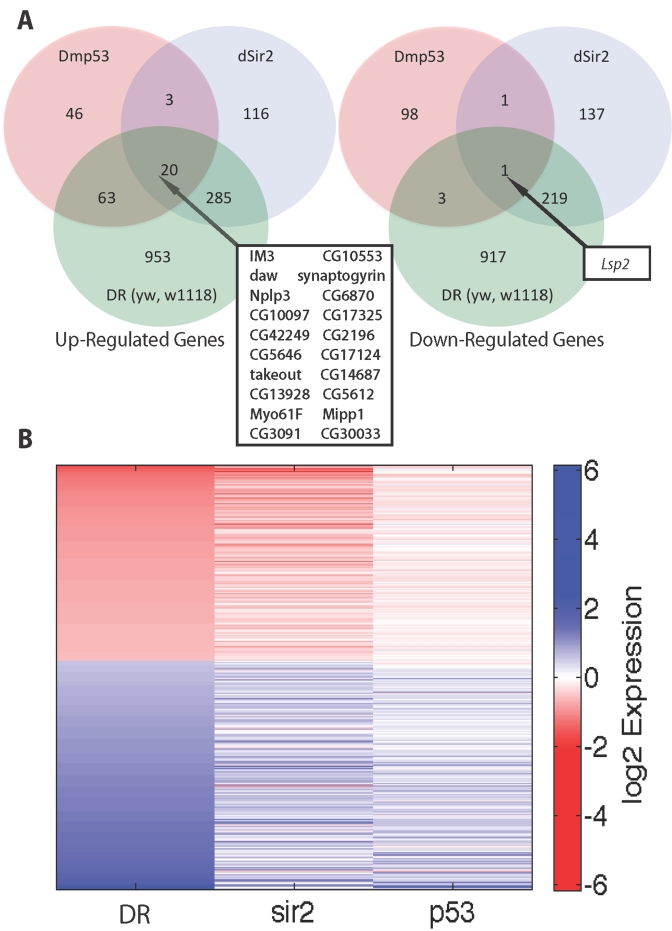
Comparison of genes upregulated and downregulated in DR, dSir2 overexpression and DN-Dmp53 expressing long-lived flies at Day 10. (**A**) Venn diagrams comparing upregulated and downregulated genes in DR, dSir2 overexpression, and DN-Dmp53 in a yw/w^1118^ background at age 10 Days. Genes intersecting in all 3 sets are noted in box with arrow. (**B**) Heatmap comparing the average log2 fold changes for genes significantly altered in the yw/w^1118^ DR with the equivalent genes in dSir2 and DN-Dmp53 expressing flies.

### Gene expression changes in DN-Dmp53 expressing long-lived flies overlaps with DR and dSir2 overexpressing long-lived flies

  Since a reduction in Dmp53 activity is a downstream component of the DR/Sir2 life span extending pathway [10,11] we compared the changes in gene expression of DN-Dmp53 long-lived flies to DR and dSir2 overexpression in a similar genetic background. 

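Flies that express dominant-negative Dmp53 in neurons from the Elav GeneSwitch driver on 200 μM RU486 were compared with the same flies on the diluent, as whole females at days 10 and 40 with 3 arrays in each group. The p53 gene read 10.05 ± 0.10 (SD, n = 3 arrays) in log2 units with DN-Dmp53 and 9.82 ± 0.09 (SD, n = 3 arrays) in the controls at day 10. The difference was 0.23 (limma adjusted p = 0.223), and at day 40 it was 0.22 (adjusted p = 0.304). The probeset's target within p53 is not given in the sources used here, so it does not check the construct. This arm has its own control arrays. The labels name the arm a p53 knockdown and the paper a dominant-negative form, and both point to the same 12 arrays. Arrays with the same replicate number in treated and control flies deviated from their group means together, so the replicate number was also fitted as a block, which leaves 2 residual degrees of freedom in place of 4, and the blocked value is given where it changes a result. Of probesets at day 10, those naming 9395 genes passed the filter.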

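DN-Dmp53 flies at day 10 had far lower levels of genes of the larval and pupal cuticle than their controls. For 13 such genes, chosen by this fall, the controls had a higher median than any other group. That choice favours genes high in these controls, so their rank is in part fixed by it. The spermathecal peptidase Send2 rose by 5.63 (standard error 0.34, adjusted p = 0.00495), with CG17234 at 6.08 and Send1 at 0.82. nw rose by 4.32 (standard error 0.17, adjusted p = 0.00167), and the developmental regulators rib and Tom by 4.03 and 3.92. Lcp65Ag3, a larval cuticle protein, fell by 7.22 (standard error 0.26, adjusted p = 0.00139), and the Tweedle genes TwdlB (-6.10), TwdlN (-6.03) and TwdlF (-5.85) fell with CG17290 (-5.97). The falls of these last 4 are lower bounds, since DN-Dmp53 flies read at or near the floor, while Lcp65Ag3 still read 2.78. Of the 105 genes lower by limma, 27 belong to cuticle families, against 0.9 that chance would place there. Among them are 13 of 23 Tweedle and Lcp genes and 6 of 13 Osiris genes. With replicate as a block 17 of 43 lower genes belong there, with 9 Tweedle and Lcp and 3 Osiris genes. These families were singled out after their values were seen. The median of the 13 genes was 7.11 to 7.70 on the 3 control arrays and 2.12 to 2.15, near the floor, on the 3 DN-Dmp53 arrays. At the same age it was 4.76 to 5.50 in dSir2 controls, 5.78 to 6.57 with dSir2 overexpression, 2.44 to 4.41 in yw/w1118 DR flies, 2.24 to 2.37 in Canton-S controls and 4.06 to 5.06 in Canton-S DR flies. The clock gene tim rose by 1.86 (standard error 0.15, adjusted p = 0.0108) and the copper-binding MtnA, named after its value was seen, by 1.19. limma called 111 genes higher and 105 lower, or 50 and 43 with replicate as a block, and the criteria of the methods gave 169 and 127, or 92 and 75 by a paired t-test. Under the block Send1 (adjusted p = 0.0561), Send2 (0.0572), tim (0.0568), CG17234 (0.0597) and rib (0.0615) did not pass, and the other genes named here did. Without DN-Dmp53 replicate 1, 2 or 3 limma called 93, 72 and 131 genes, and 92 without control replicate 1. Without DN-Dmp53 replicate 2 the criteria of the methods gave 191.

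**Figure D3:**
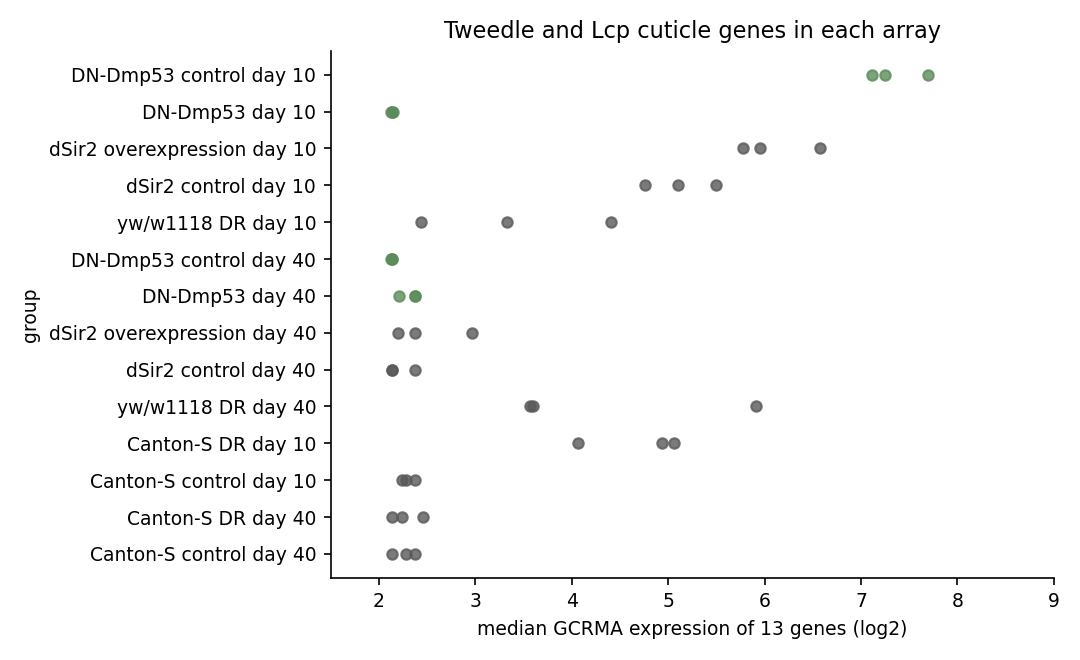
Median log2 expression (x axis) of the 13 Tweedle and Lcp genes that were lower in DN-Dmp53 flies at day 10, with 1 point for each of 42 arrays, by group (y axis). DN-Dmp53 flies and their controls are in green. The day 10 controls lie above 7 and the DN-Dmp53 arrays near the floor.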

Examination of the changes in gene expression at Day 10 in flies expressing DN-Dmp53 revealed 132 genes are upregulated and 103 genes are down regulated (Figure 2A).  

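Genes that rose with DN-Dmp53 were mostly genes that rose under DR, and genes that fell were not. Send2 and CG17234, the largest rises here, rose under DR too, and so did Tom (2.54, standard error 0.44, adjusted p = 0.00795) and rib (2.63, standard error 0.77, adjusted p = 0.0412). With dSir2, Tom changed by 0.02 and rib by -0.24, and Send2 by 2.32 (standard error 0.92, adjusted p = 0.15). Lcp65Ag3 changed by -0.10 under DR and by -0.16 with dSir2, and did not pass in either. It is 1 of the 13 Tweedle and Lcp genes lower with DN-Dmp53. Their array medians were 2.44 to 4.41 under DR, 5.78 to 6.57 with dSir2 and 4.76 to 5.50 in the shared controls. These values were looked up after those with DN-Dmp53 were seen. At the criteria of the methods 129 of the higher genes (76.3%) and 5 of the lower genes (3.9%) were shared with DR, where independent lists would share 27.1 and 17.6. With dSir2, 37 higher genes (21.9%) and 3 lower genes (2.4%) were shared, where independent lists would share 9.8 and 6.3. Opposite directions were seen for 10 genes with DR and 18 with dSir2. DN-Dmp53 has its own control arrays, so these overlaps share none. By a paired t-test of the DN-Dmp53 arrays, chosen after seeing the data, 71 higher and 4 lower genes were shared with DR, and 20 and 2 with dSir2. Without DN-Dmp53 replicate 1 or 2 the genes shared with DR fell from 134 to 81 and 72, and to 80 without its control replicate 1. Those shared with dSir2 fell from 40 to 23 without DN-Dmp53 replicate 2, 24 without dSir2 replicate 1 and 25 without dSir2 control replicate 3.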

Of the 235 genes that change with DN-Dmp53 expression, 87 or 37% were shared with DR (63% upregulated and 4% downregulated) and 88 or 37% were shared with dSir2 (65% upregulated and 2% downregulated) (Figure 2A).  The relationship between changes in gene expression between DR, dSir2 and Dmp53 is illustrated by the heat map in Figure 2B. 

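Most probesets changed by DR went in the same direction, by a part of its size, in dSir2 and DN-Dmp53 flies. The flies of both arms also received RU486, so the interventions and RU486 cannot be told apart here. Of 3111 probesets that passed the criteria of the methods under DR in yw/w1118 flies, 1697 were higher and 1414 lower. The higher ones had a median change of 0.46 with dSir2, 0.30 with DN-Dmp53 and 1.22 in Canton-S DR flies. The lower ones had a median change of -0.50, -0.19 and -0.86. With dSir2, 91.1% changed in the direction of DR, and with DN-Dmp53, 88.8%. The muscle list shows the difference in size, with a median of 0.13 with DN-Dmp53 against 1.46 under DR. Of the neuron list Snap25 rose with DN-Dmp53 (0.59, not with replicate as a block, adjusted p = 0.088), and Arr2 of the photoreceptor list changed by 0.58. The changes correlated with those of DR at r = 0.77 for dSir2 and 0.67 for DN-Dmp53 across these probesets, which are not independent replicates. dSir2 shares its control arrays with DR. With DR's changes kept and dSir2 unchanged, simulated groups had 55.8% of probesets on DR's side (58 at most) and a mean r of 0.197. With both groups unchanged, 91% of the few probesets that passed were on the same side on average. The simulated groups hold no shift common to all the control arrays, so they cannot decide on such a shift. DN-Dmp53 shares no control arrays with DR.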

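At day 40 few changes of the genetic interventions passed limma on their own 6 arrays, and by the criteria of the methods no gene passed in DR, dSir2 and DN-Dmp53 flies together. Pkcdelta, a protein kinase C, was the gene that limma called with DN-Dmp53 (0.83, standard error 0.03, adjusted p = 0.0359), and 864 genes were higher and 603 lower at an unadjusted p under 0.05. With replicate as a block none was called. With dSir2 limma called none at day 40, against 528 higher and 577 lower at an unadjusted p under 0.05. These counts depend on the model: with all 14 groups in 1 fit limma called 212 higher and 87 lower genes with DN-Dmp53, and 3 and 1 with dSir2. Of the genes named at day 10, daw changed at day 40 by 0.85 under DR, 0.38 with dSir2 and 0.27 with DN-Dmp53, Nplp3 by 1.41, 0.30 and 0.73, and CG13928 by 0.95, 0.83 and 0.60, and none of these passed. The criteria of the methods gave 14 higher and 6 lower genes with dSir2 and 43 of each with DN-Dmp53. DN-Dmp53 shared 2 higher genes with DR and none with dSir2, and dSir2 shared 3 higher and 1 lower gene with DR, with which it also shares its controls. Simulated 2-fold and 4-fold changes on the dSir2 arrays were called by limma in 65 and 93 of 100 probesets, again drawn from those with a control mean over 6. Without dSir2 replicate 2 or DN-Dmp53 control replicate 2, 1 gene passed in all 3. limma called 2 genes without dSir2 replicate 2, and with DN-Dmp53 it called 20 without its replicate 2 and 0 without its replicate 1 or 3 or control replicate 1. The DN-Dmp53 count of 86 was 50 and 57 without its replicate 1 or 3, and that of dSir2 was 13, 50, 76 and 11 without its replicate 1 or 2 or its control replicate 1 or 2.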

Only one shared gene is seen at Day 40 (Supplementary Figure 1.) 

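Digestive peptidases and defense genes went both ways in DN-Dmp53 flies at day 10. Of 27 trypsins and Jonah proteases 1 rose and 4 fell by limma (3 and 4 when adjusted over the list alone). The trypsin iotaTry, named after its value was seen, rose by 0.63 (standard error 0.10, adjusted p = 0.0492), while Jon44E fell by 1.30 (standard error 0.19, adjusted p = 0.0416), Jon25Bi by 0.94, Jon25Bii by 0.82 and Jon65Ai by 0.79. The same Jonah genes rose under DR in yw/w1118 flies, Jon44E by 1.30, Jon25Bi by 0.93 and Jon65Ai by 1.34, looked up after their fall here was seen. The list's median was -0.02, and camera did not call it (adjusted p = 0.595). Outside this list the spermathecal peptidases Send1 and Send2 were higher, and the spermatheca list of 3 genes had 2 called (3 over the list alone). Of 15 defense genes the immune-induced peptide gene BomS2 rose by 0.86 (standard error 0.10, adjusted p = 0.023) and the stress-induced TotC fell (-1.02), with 2 higher and 1 lower when adjusted over the list alone. Def changed by 0.42, and camera gave the list an adjusted p = 0.102, or 0.0079 without DN-Dmp53 control replicate 2. Among relatives of takeout Jhbp2 (2.19) and CG7079 (0.79) rose, 2 of 17, and 1 fell when adjusted over the list alone. Of 11 midgut genes, the maltase Mal-A4 fell (-0.73), and 4 fell when adjusted over the list alone. With replicate as a block none of the single genes given here with a rise or a fall in DN-Dmp53 flies passed: Jon65Ai (adjusted p = 0.0532), Jon25Bi (0.0645), Jon44E (0.0645), iotaTry (0.0688), Jon25Bii (0.105), BomS2 (0.084), TotC (0.0597), Jhbp2 (0.0632), CG7079 (0.0647), Mal-A4 (0.0951), Send1 (0.0561) and Send2 (0.0572).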

All but one of the 7 GO categories upregulated in the DN-Dmp53 expressing flies (endopeptidases, serine-type peptidase, serine-hydrolase, serine-type endopeptidase, peptidase, and defense response) are found in the upregulated GO categories of dSir2 and DR, while none of 15 GO categories downregulated in the DN-Dmp53 expressing flies are seen with dSir2 or DR (Supplementary Table 1).  Consistent with the normal fertility of the DN-Dmp53 expressing long-lived flies [5] we found no GO categories related to decreased female reproduction in the DN-Dmp53 expressing flies (Supplementary Table 1).

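No oogenesis gene passed the test with DN-Dmp53 at day 10, and eggshell genes leaned lower by a small amount. Of 33 measured genes of oogenesis and the maternal germline none passed limma in either direction, over all genes or over the list alone. me31B, a regulator of maternal RNA, changed by -0.02 (standard error 0.12, adjusted p = 1) and nanos by -0.20 (standard error 0.09, adjusted p = 0.384), and the list's median was -0.04 (camera adjusted p = 0.174). Of 17 eggshell genes 1 fell, Fcp3C (-0.67, standard error 0.08, adjusted p = 0.0263), over the list alone too, and with replicate as a block it did not pass (adjusted p = 0.0949). The median was -0.31, with a camera adjusted p = 1.1e-07 and an adjusted p = 0.134 with an estimated correlation. Vm26Ac changed by -0.49 and psd by 0.01, looked up after their rise with dSir2 was seen. None of 17 DNA replication genes passed, at a median of -0.24 and a camera adjusted p = 1.6e-06, or an adjusted p = 0.134 with an estimated correlation. RnrL, a subunit of ribonucleotide reductase, changed by -0.23, under the fold minimum. The yolk protein genes Yp1 and Yp2 changed by 0.02 and -0.06. Over all genes, 1011 were higher and 859 lower at an unadjusted p under 0.05. The paper sets the lack of such GO categories beside the normal fertility of these flies.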

**Figure 3.**
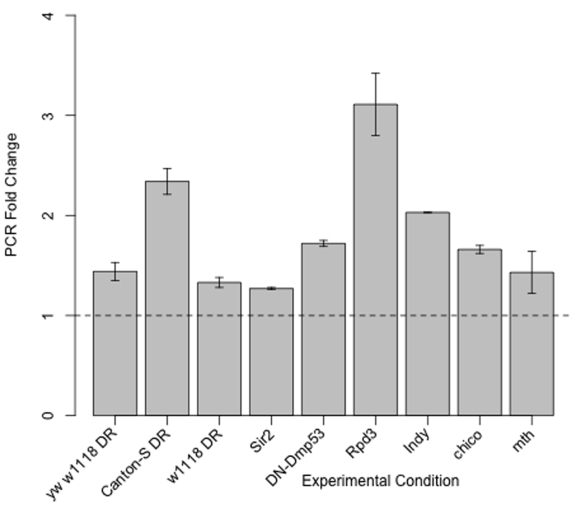
*takeout* mRNA expression is increased in *yw/w^1118^* DR, Canton-S DR, w^1118^ DR, *Sir2* overexpression, DN-Dmp53 expression, *Indy*, *Rpd3*, *methuselah* (*mth*) and *chico*. Fold change increase by qPCR of takeout mRNA from 10-Day old flies from these twelve life span extending conditions as compared to their genetically or dietary matched controls.

### Comparative whole genome expression profiling of DR, dSir2 and Dmp53 reveals a small set of shared genes

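The copper-binding MtnA, the clock gene tim, Jhbp2 of the takeout family and vir-1 were among the genes higher in DR, dSir2 and DN-Dmp53 flies at day 10. At the criteria of the methods 35 genes were higher in all 3 comparisons, where independent lists would share 1.60, and Lsp2 was lower in all 3. These 4, the trypsins iotaTry and lambdaTry, the photoreceptor channel trp, the immune-induced BomBc2 and the apolipoprotein gene Apoltp are single members of this shared set, picked out after it was seen, and no gene group was tested in it. iotaTry rose with dSir2 by 0.93, tim under DR by 0.70, and Jhbp2 under DR by 0.74 (standard error 0.15, adjusted p = 0.0119). vir-1 rose with DN-Dmp53 by 0.97, and lambdaTry (0.69, adjusted p = 0.0807) and trp (0.73, adjusted p = 0.0526) pass the criteria of the methods there but not limma. limma, with its adjusted p, gave 29 genes higher in all 3 and Lsp2 lower, or 10 and none with replicate as a block for DN-Dmp53, and a paired t-test of the DN-Dmp53 arrays 20 higher and Lsp2 lower. Under the block tim (adjusted p = 0.0568), Jhbp2 (0.0632) and iotaTry (0.0688) did not pass with DN-Dmp53. Of the 21 genes that the paper lists, 16 are named alone by a probeset in the gene table used here, and all 16 are in the shared set. takeout, IM3 and Myo61F have no probeset under their name in it, and CG10097 and CG17325 share theirs with other genes, so these 5 are not analysed here. The list was drawn up by the study on these samples, so its count is not independent evidence. DR and dSir2 share their control arrays, so part of the excess may come from them. The shared genes numbered 21 without dSir2 control replicate 3, 22 without dSir2 replicate 1, 18 and 23 without DN-Dmp53 replicate 2 or 3, and 23 without DN-Dmp53 control replicate 1.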

 Comparison of the specific genes shared at Day 10 between these three related life span extending interventions (DR, dSir2 expression and DN-Dmp53 expression) show 20 genes upregulated and 1 gene down regulated (Figure 2A). Among the 20 upregulated genes are  four genes associated with chromatin  structure or maintenance (CG42249, CG5612, CG17325, CG4123), three genes associated with circadian rhythm (CG10553, CG13928 and *takeout*), two genes involved in neural activity (*Nplp3-neuropeptide-like precursor 3*, *synaptogyrin*), two genes involved in detoxification/chaperone activity (CG3091, CG6870), two genes involved in muscle maintenance (Myo61F, CG14687) and genes related to immune function (IM3-induced immune molecule 3), growth factor activity (*dawdle*-activin), and feeding behavior and response to starvation (*takeout*) [12].  

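All 15 of these genes that could be measured rose under DR and with dSir2, and 13 passed limma with DN-Dmp53, or 7 with replicate as a block. The neuropeptide precursor gene Nplp3 rose by 2.86 (standard error 0.13, adjusted p = 6.5e-04) under DR in yw/w1118 flies, 1.59 with dSir2 and 0.86 with DN-Dmp53. In Canton-S DR flies it changed by 0.18 (adjusted p = 0.693), and the 2 backgrounds differed in limma's interaction test (-2.68, standard error 0.34, adjusted p = 0.00449). The synaptic vesicle gene synaptogyrin, Syngr in the gene table, rose by 1.65, 1.43 and 0.95 in the same order. daw, the activin ligand dawdle, rose by 1.71 (standard error 0.18, adjusted p = 0.00217) under DR and 1.12 with dSir2, and with DN-Dmp53 it changed by 0.68 (standard error 0.11, adjusted p = 0.0524), which passes the criteria of the methods but not limma. Of the genes the paper links to chromatin, CG42249 rose by 1.68, 0.72 and 0.70, CG5612 by 1.58, 1.01 and 0.64, and CG4123, Mipp1 in the gene table, by 0.83, 0.87 and 0.79. Of those it links to circadian rhythm, CG10553 rose by 0.83, 0.82 and 0.84 and CG13928 by 1.20, 1.53 and 0.84. The detoxification gene CG6870 rose by 2.84 under DR, 0.65 with dSir2 and 1.31 (standard error 0.06, adjusted p = 0.00285) with DN-Dmp53. CG30033 rose by 2.27 and 1.34, and did not pass limma with DN-Dmp53 (1.51, adjusted p = 0.0781), though it did with replicate as a block (adjusted p = 0.0462). Under the block CG42249 (adjusted p = 0.0536), CG5612 (0.0615), Nplp3 (0.088) and Syngr (0.095) no longer passed with DN-Dmp53. The median change of the list with DN-Dmp53 was 0.84, and its camera call held with an estimated correlation (adjusted p = 0.0236), though the list comes from these samples. The dSir2 and DR values share their control arrays.

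**Figure D4:**
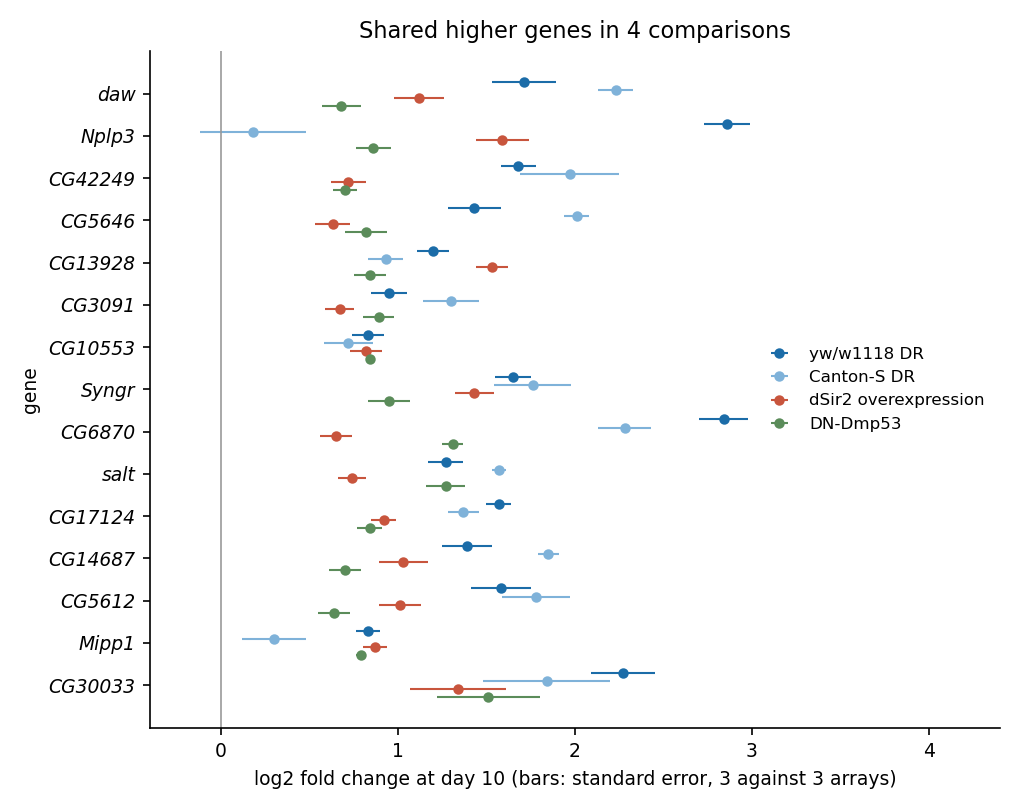
Log2 fold change at day 10 (x axis) of the 15 measured genes that the paper lists as higher in all 3 interventions (y axis), in 4 comparisons. Points are means of 3 against 3 arrays and bars are standard errors. Nplp3 and Mipp1 in Canton-S DR flies lie at 0.18 and 0.30, below all other points.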

The single downregulated gene is *Lsp2 *(*larval serum protein-2*).

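Lsp2, a storage protein of the haemolymph, fell in all 4 comparisons at day 10, by far the most under DR. Its log2 level was 2.84 ± 0.38 (SD, n = 3 arrays) in yw/w1118 DR flies and 8.99 ± 0.28 (SD, n = 3 arrays) in their controls, a change of -6.15 (standard error 0.25, adjusted p = 5.9e-04). With dSir2 overexpression the level was 6.25 ± 0.20 (SD, n = 3 arrays), against the same controls, a change of -2.74 (standard error 0.18, adjusted p = 0.00344). With DN-Dmp53 it was 9.87 ± 0.24 (SD, n = 3 arrays) against 12.96 ± 0.11 (SD, n = 3 arrays), a change of -3.09 (standard error 0.14, adjusted p = 0.00246), with an adjusted p = 0.0511 and a standard error of 0.17 when replicate is a block. In Canton-S flies DR lowered Lsp2 by 8.71 (standard error 0.33, adjusted p = 3.8e-04), and since the level in yw/w1118 DR flies is near the floor of 2.11 the sizes of the 2 falls cannot be compared. At day 40 it changed by -4.89 (standard error 0.94, adjusted p = 0.112) in yw/w1118 DR flies and by -3.24 in Canton-S DR flies, and by -1.01 with dSir2 and 0.15 with DN-Dmp53, none of which passed. Of the 6 measured genes of the fat body and haemolymph, Tsf1, the iron carrier transferrin, also fell under DR in yw/w1118 flies (-0.63), and fat-spondin rose (0.87), with a list median of -0.00 and a mean of -0.93.

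**Figure D5:**
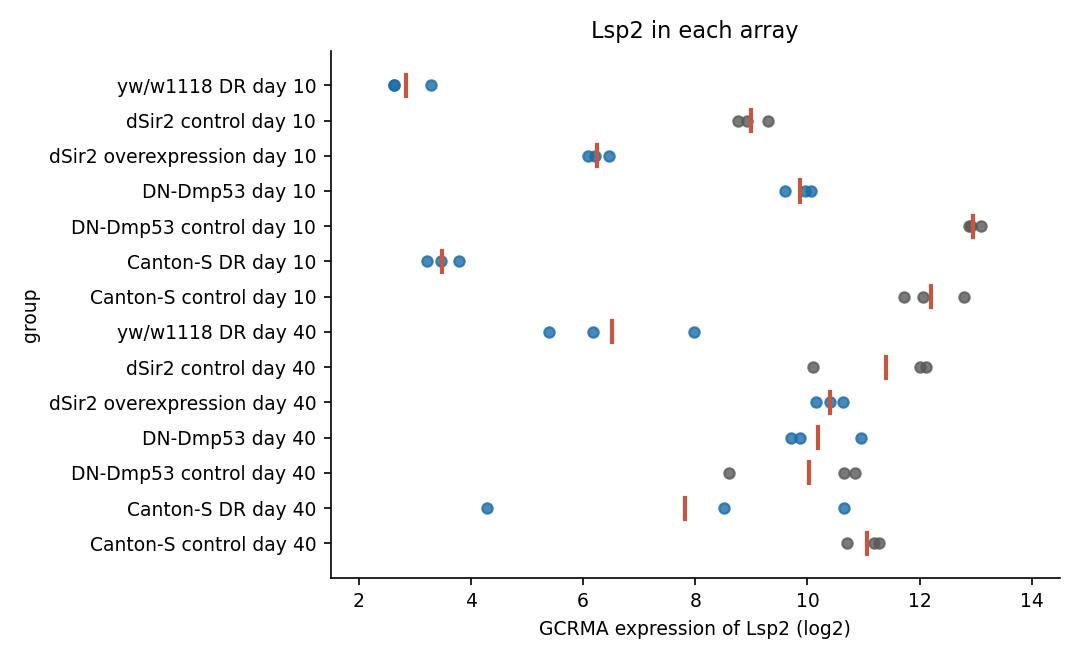
Log2 expression of Lsp2 (x axis) on each of 42 arrays, by group (y axis). Blue points are treated flies, grey points controls, and red bars group means. At day 10 every treated array lies below its controls.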

### *takeout* is upregulated in other life span extending interventions

Of the 21 genes shared among the DR, dSir2 and DN-Dmp53 long-lived flies, *takeout* was the only gene significantly altered in transcriptional profiles of *Indy* long-lived flies [13]. We confirmed *takeout* was increased in *Indy* long-lived mutants by qPCR and found *takeout* to be increased in *Rpd3*, *chico*, and*methuselah *mutants*,* single gene mutations that extend life span [14-16] (Figure 3). *takeout* was also found to be upregulated in DR in the Canton-S background and in an independent *w^1118^* background by qPCR.

### Increasing*takeout* expression extends life span

Given the association between the known phenotypes of *takeout* and longevity determination (feeding behavior, response to starvation and juvenile hormone binding properties; [17-23]) and our finding of *takeout's* upregulation in a number of different life span extending conditions, we examined the effect on life span of selectively increasing *takeout*.  We found overexpression of *takeout* in adult neurons, pericerbral fat body or abdominal fat body extends male and female life span (Figure 4, Tables 1 and 2).

**Figure 4.**
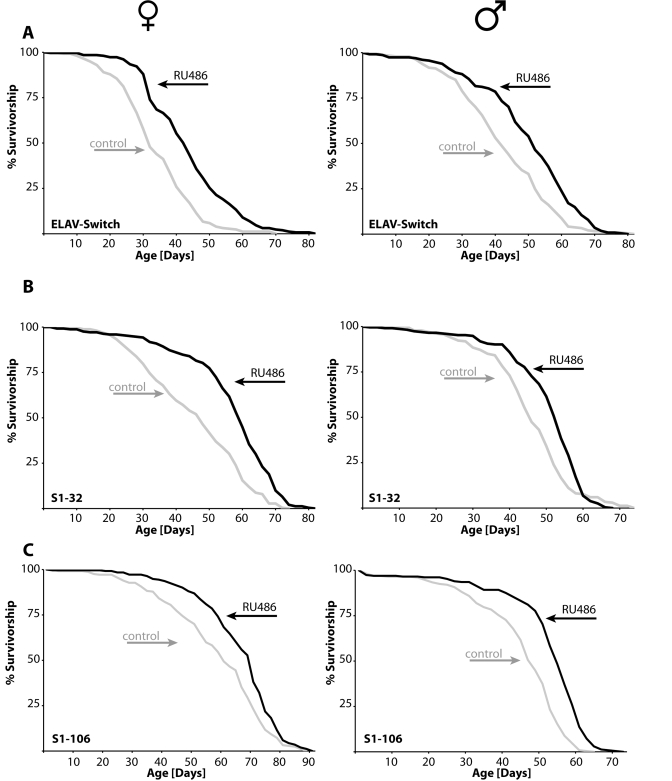
** Overexpression of *takeout*in either of three different adult tissues extends life span of males and females**.(**A**) Expression of *takeout* in the adult nervous system using the ELAV-Switch neuronal specific GAL4 driver leads to ~25% increase in mean longevity. (**B**) Flies expressing *takeout* in the head fat body, S1-32 pericerebral fat body specific GAL4 driver, have ~20% extension of mean life span, while *takeout* expression in the abdominal fat body, S1-106 abdominal fat body specific GAL4 driver, (**C**) extends fly life span by ~12-18% (females: left panel; males: right panel; statistical analysis in Table 1 and 2; grey: controls; black: *takeout*).

**Table 1.** The effect of *takeout* expression on female life span.

**Driver**	**Mean LS (vs.ctrl)**	**Mean LS extension**	**Median LS (vs. ctrl)**	**Median LS extension**	**Max LS (vs. ctrl)**	**Max LS extension**	**Number of flies (control;experimental)**	**χ2 **	**p-value**
ELAV Switch	48/44	9%	48/44	9%	64/60	7%	275 248	12.92	0.0003
ELAV Switch	43/34	26%	44/32	38%	64/52	23%	255 257	71.45	<0.0001
S_1_-32	57/47	21%	60/48	25%	74/68	9%	252 243	71.23	<0.0001
S_1_-32	51/48	6%	54/50	8%	69/68	1%	248 245	8.994	0.0027
S_1_-106	65/58	12%	70/60	17%	82/80	3%	247 252	21.44	<0.0001
da	50/40	25%	50/40	25%	66/56	18%	256 247	119.3	<0.0001

**Table 2.** The effect of takeout expression on male life span.

**Driver**	**Mean LS (vs.ctrl)**	**Mean LS extension**	**Median LS (vs. ctrl)**	**Median LS extension**	**Max LS (vs. ctrl)**	**Max LS extension**	**Number of flies (control;experimental)**	**χ2 **	**p-value**
ELAV Switch	53/52	2%	56/54	4%	66/64	3%	228 190	1.34	0.247
ELAV Switch	50/43	16%	52/42	24%	70/62	13%	241 228	31.08	<0.0001
S_1_-32	50/46	9%	54/46	17%	66/60	10%	234 234	18.34	<0.0001
S_1_-32	66/63	5%	66/64	3%	84/84	0%	247 243	1.669	0.1964
S_1_-106	52/44	18%	54/48	13%	64/60	7%	227 233	81.9	<0.0001
da	53/43	23%	58/42	38%	64/64	0%	246 252	37.6	<0.0001

### Long-lived*takeout* overexpressing flies upregulate a subset of the genes upregulated in DR, dSir2 and DN-Dmp53 long-lived flies

It is our hypothesis that the twenty genes upregulated in flies whose life span is extended by DR, dSir2 or DN-Dmp53 may represent elements downstream in the DR life span extending pathway.  Demonstration that upregulation of *takeout* results in life span extension confirms that *takeout* is a likely component of the DR life span extending pathway.  As a first step in identifying ad-ditional downstream genes associated with DR life span extending pathways we examined which of the 19 re-maining upregulated genes are also upregulated in long-lived  *takeout* expressing  flies using qPCR on-  mRNA from the flies overexpressing *takeout* in adult neurons. Nine out of the 19 genes showed a greater than 1.4 fold increase in expression in the *takeout* overexpressing long-lived flies (Figure 5). These include: (i) *dawdle*, a homologue of activin, coding for a transforming growth factor beta receptor binding protein; (ii) CG6870 coding for the cytochrome B5 detoxifying enzyme; (iii) CG3091, a gene coding for cellular retinaldehyde-binding/alpha-tocopherol transport that may be involved in detoxification; (iv) CG17325, a gene whose product interacts with chromatin related proteins such as SNR1; (v) CG42249, a gene with a predicted polycomb/trithorax response element; (vi) CG14687, with Myosin light chain binding properties; (vii) *Myo61F*; (ix) *synaptogyrin*; and (ix) CG5612 function unknown [12].

**Figure 5.**
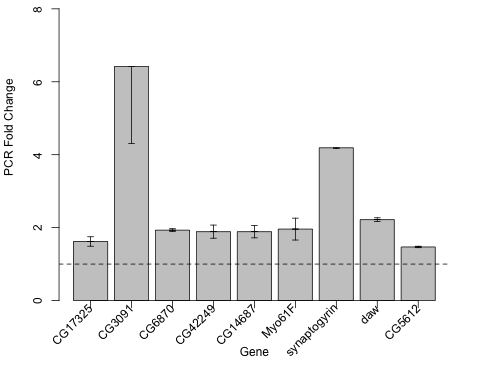
Long-lived *takeout* overexpressing flies have increased expression of a subset of the upregulated genes found in DR, dSir2 overexpression and DN-Dmp53 expressing flies. Overexpression of *takeout* in adult neurons increases the expression of a subset of 9 genes from the 19 upregulated genes shared in *yw/w^1118^* DR, dSir2 overexpression and DN-Dmp53 expressing long-lived flies at Day 10.  Fold change increase by qPCR of each of the noted genes using mRNA extracted from 10-Day old flies induced to express *takeout* (Elav-GeneSwitch-UAS-to) as compared to genetically identical controls Elav-GeneSwitch; UAS-to flies without fed diluent.

## Discussion

Examination of the changes in gene transcription profiles for DR in two different genetic backgrounds reveals the presence of a shared set of genes suggesting that one or more conserved core longevity-signaling pathways may exist to regulate lifespan in response to nutrient conditions. Such core longevity-signaling pathways may be utilized by other life span extending interventions not directly related to DR, and could help explain some of the cross-talk seen between DR and alterations in insulin/insulin-like signaling.

The set of common DR induced genes found represents genes important in life span extension as well as genes associated with other nutrient induced physiological functions not directly related to life span, such as decreased fertility.  A comparative approach can be used to enrich for genes more specifically related to life span extension by examining life span extending interventions related to DR that do not have some of the same untoward effects as DR.  Expression of dSir2 and DN-Dmp53 are two life span extending interventions that are part of the DR life span extending pathway in flies, but do not have decreased fertility [5,6].  The whole genome expression profiles of flies on a DR diet and long-lived dSir2 expressing flies on a normal diet show a substantial overlap in changes in gene expression, supporting the observations linking dSir2 and DR (Figure 1B).  As predicted, while DR has many GO categories associated with downregulation of fertility [31], fewer are seen with dSir2 long-lived flies [11] and none in DN-Dmp53 expressing long-lived flies (Supplementary Table 1).

Comparisons of whole genome profiles of flies on DR, expressing dSir2 and expressing DN-Dmp53 revealed a small set of 21 commonly genes predicted to be enriched for genes involved in longevity regulation (Figure 2A).  *takeout* (*to*), was selected to be further examined based upon *takeout's* known role in regulating feeding behavior and the starvation response [17-23] as well as its presence in a set of upregulated genes from transcriptional profiles of another life span extending mutant in the fly,* Indy*[13]. Examination of *takeout* mRNA levels showed that in addition to *takeout* being upregulated in DR from three different fly backgrounds it is also upregulated in four additional separate life span extending mutants *chico*,*Rpd3*, *methuselah* and *Indy*[14-16,24] (Figure 3).  Confirmation of *takeout*'*s* role in longevity determination was demonstrated by overexpression in the fat body or nervous system of adult flies and extending life span (Figure 4).

The level of expression of *takeout* in the overexpression studies is similar to the induction seen with DR (Figures 3 and S2), however lifespan extension by *takeout* over-expression is less than what is observed with DR. This effect may be due to the *w^1118^* background used in these particular experiments, which is known to have a reduced DR response compared to other backgrounds [25].  Alternatively, *takeout* may be only one of several genes in the DR life span extending pathway that can positively influence lifespan. Other genes, including the additional 19 upregulated genes identified through comparative transcriptional profiling may increase lifespan incrementally, adding up to the lifespan extension total seen in DR or through other genetic interventions.

The mechanism by which increased *to* expression leads to life span extension is not known. Interestingly, *takeout* is regulated in a circadian fashion [18,19,26]. Increasingly, the link between the circadian system, food intake and aging has been observed [27]. The finding that expression of *takeout* from any of three different tissues (adult neurons, pericerebral fat body, abdominal fat body) extends life span suggests that the life span related functions of *takeout* could be due to its hypothesized function as a secreted Juvenile Hormone (JH) binding protein [17,20,22]. Although it is not known if the JH binding domain of *takeout* is functional, reduction of JH levels have been linked to increased longevity in grasshoppers [28]. *takeout* may bind JH in the hemolymph, thereby reducing JH bioavailability. It has been speculated that the insect ecdysone-JH system may be the functional equivalent of the mammalian thyroid hormone-prolactin axis, which controls important aspects of mammalian basal metabolism [29,30]. Therefore, proteins such as *takeout* may be important mediators, linking a nutrient sensing network (DR, dSir2, insulin/insulin-like signaling) with an effector network (JH signaling), which in turn controls behavioral and physiological adaptation pathways.

Our data suggest that multi-factorial gene expression profiling can be successfully used to enrich for genes directly involved in the regulation of longevity, filtering out the noise of other physiological processes. Further refinement of this unbiased approach will be invaluable for discovering factors and signaling pathways involved in aging and lifespan regulation by a variety of modalities and for the identification of targets for specific therapeutic interventions.

## Experimental procedures

All flies were kept in a humidified (50%), temperature-controlled incubator with 12 hour on/off light cycle at 25˚C in vials containing standard cornmeal medium [6]. The ELAV-GeneSwitch line was from H. Keshishian (Yale University, New Haven, CT), S1-32-GeneSwitch, S1-106-GeneSwitch, *chico* and matched genetic controls for *chico* were from M. Tatar (Brown University, Providence, RI), *methuselah* and matched genetic controls from W. Ja (Caltech, Pasadena, CA) and UAS-*takeout*(UAS-*to*) was from B. Dauwalder (University of Houston, Houston, TX). All other lines (except *Indy*) were from the Bloomington *Drosophila* Stockcenter at Indiana University (Bloomington, IN).

*The following crosses and experimental treatments were used in the microarray and lifespan analyses: yw; ELAV-Geneswitch x P{EP}dSir2^EP2300^/CyO (Bloomington 24859) => ELAV-Geneswitch-dSir2^EP2300^ (-/+ RU486)                                     x P{GUS}-Dmp53^259H^/TM6 (Bloomington 6582)                                     => ELAV-Geneswitch- P{GUS}-Dmp53^259H^ (-/+ RU486) yw; S_1_-32/CyO               x UAS-to                                     => S_1_-32-UAS-to (-/+ RU486) yw; S1-106                    x UAS-to                                     => S1-106 -UAS-to (-/+ RU486)*

Life span analysis. Flies were collected under light anesthesia, randomly divided into treatment groups and housed at a density of 25 males and 25 females each per vial. At least ten such vials were used per treatment as per [31]. Flies were passed every other day and the number of dead flies recorded.

All life span experiments were performed on regular cornmeal food, and for induction with the GeneSwitch system, RU486 (Sigma) was added directly to the food to a final concentration of 200μM. The same concentration of diluent (EtOH) was added to control food. RU486 was administered from the day of eclosion. For expression with constitutive da-GAL4 driver, UAS-*takeout* was backcrossed to *w^1118^* for 10 generations and isogenic controls were generated from the last backcross. Statistical analyses, including log rank tests, were performed using the Prism suit of biostatistical software (GraphPad, San Diego). Maximum life span was calculated as the median age of the last surviving 10% of the population.

Microarrays. For microarray experiments of DR animals, Canton-S and a mixed yw/w^1118^ (the diluent controls from the genetic interventions below) line were aged for 10 or 40 days either on 1.5N or 0.5N food (15% sucrose and 15 yeast extract, or 5% sucrose and 5% yeast extract (all w/v), respectively) [1]. For genetic interventions, ELAV-GeneSwitch-dSir2^EP2300^ and ELAV-GeneSwitch-DN-Dmp53^259H^ flies were aged for 10 or 40 Days as described for the life span experiments on food containing diluent or RU486. Total RNA was isolated from at least 75 females using Trizol (Invitrogen) and further purified using RNeasy columns (QIAGEN). 5 μg total RNA was used with Affymetrix One Cycle DNA conversion Kit (Cat # 900431) and all steps were carried out according to the Affymetrix manual. Briefly, first RNA was converted to double stranded cDNA followed by a clean-up step using spin columns. The double stranded cDNA was amplified in an in-vitro transcription reaction overnight at 37 °C using Affymetrix IVT labeling kit (cat # 900449), resulting in biotin labeled cRNA. After clean-up of the labeled cRNA with spin columns, 15 μg of cRNA were fragmented using metal induced hydrolysis. 10 μg of the fragmented RNA were hybridized to Drosophila 2.0 arrays overnight at 45 °C, 60 rpm. The array was stained using Affymetrix Hybridization-Wash-Stain kit and Fluidics Script FS450_0002 on the Affymetrix 450 fluidics station and finally, the arrays were scanned using an Affymetrix 3000 G7 scanner. At least three independent biological replicates per intervention were analyzed.

Pre-processing of microarray data : The data was quantile normalized and summarized using GCRMA [32] to obtain expression scores in the log2 scale. A probeset was considered absent if its mean expression level was below the 25^th^ percentile (compared to the rest of the mean expressions for that condition) in both experiment and control. Absent probesets were removed from further analysis.

Differential Expression. A set of three biological replicates from both the treatment and control cohorts was used to identify differentially expressed probesets. Probesets with a p value (two sided t test) smaller than 0.01 and a fold change larger than 1.5 or smaller than 1/1.5 were selected as differentially expressed. These thresholds were chosen to minimize the number of false positives and false negatives in a comparison test of the microarray data of a pool of genes with PCR data from the same samples (Supplemental Figure 1). Probesets have been collapsed to genes after statistical selection for differential expression.

GOstat. The genes were analyzed using GOstat [4], which determines which sets of genes (called gene ontologies) are enriched in a list of genes. The input to GOstat is the list of differentially expressed genes for an experiment versus control comparison. For each gene ontology the intersection is found between the input list and the list of genes in the gene ontology. A p value is computed as the probability of obtaining an intersection at least as large as the one observed by random sampling using the hypergeometric distribution. p values were adjusted for multiple testing using Benjamini and Hochberg's False Discovery Rate algorithm [33]. Ontologies with an adjusted p value < 0.05 were considered as overrepresented.  Only gene ontologies containing at least 5 genes were considered.

Quantitative PCR. Total mRNA was isolated from at least 75 heads of 10-day old females using Trizol (Invitrogen) and further purified using the RNeasy kit (Qiagen). cDNA was generated with 0.5μg total mRNA in a 10μl reaction using the iScript cDNA synthesis kit (Bio-Rad). 0.8μl of the iScript reaction was used as qPCR template. qPCR was performed as described [10] on an ABI 7500 Real-Time PCR machine using the ABI SYBR-Green PCR master mix following the manufacturers instructions. Each qPCR reaction was performed using four biological replicates in triplicate each and normalized to mRNA from GAPDH or tubulin.

## Supplementary data

Supplementary Table 1 Gene Ontologies Up-regulated in yw, w1118 DR.

Supplementary Figure 1 Comparison of genes upregulated and downregulated in: yw/w ^1118^ Dr, Canton-S background at age 40 Days. (**B**) Venn diagram comparing upregulated and downregulated genes in DR long-lived flies and dSir2 overexpressing long-lived flies at age 40 Days.  DR flies and dSir2 overexpressing flies are in an identical genetic background. Canton-S DR and dSir2 overexpressed long-lived flies at Day 10 and Day 40. Venn diagram comparing the upregulated and downregulated genes for DR flies in a Canton-S background and dSir2 overexpressing long-lived flies at age 10 Days (**C**) and age 40 Days (**D**).  Canton-S DR flies and dSir2 overexpressing flies are in different genetic backgrounds. DR, dSir2 overexpression and DN-Dmp53 expressing long-lived flies at Day 40. (**E**) Venn diagrams comparing upregulated and downregulated genes in DR, dSir2 overexpression, and DN-Dmp53 in a yw/w^1118^  background at age 40 Days.

Supplementary Figure 2 *takeout* mRNA expression is increased in Elav GeneSwitch;UAS-to, S1-32; UAS-to and S1-106; UAS-to. Fold change increase by qPCR of *takeout* mRNA from 10-Day old flies from these three life span extending conditions as compared to their genetically matched controls.

Supplementary Figure 3 Verification of microarray data using qPCR. Each point on the graph represents a gene measured by both microarray and qPCR. The axes describe the fold change and p value of the microarray data. The red dots represent genes with a significant fold change (>20%) in PCR, and the blue dots represent genes with a non-significant fold change in PCR. The dotted lines define a box of the region where the PCR data is most likely to be significant--fold change > 1.5 (0.58 in log2 space) and p value < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

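RNA from whole female flies was measured on 42 Affymetrix Drosophila 2.0 arrays in 14 groups of 3: DR in the yw/w1118 and Canton-S backgrounds, neuronal dSir2 overexpression and neuronal DN-Dmp53, each with controls, at days 10 and 40. The yw/w1118 DR flies and the dSir2 overexpressing flies share 1 set of control arrays at each age. Conditions were taken from the sample labels and the paper.

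The values are log2 expression per probeset, which the authors made by quantile normalization of the arrays and summary of the probes with GCRMA, and they were used as deposited. The version of GCRMA is not given in the sources used here. They run from a floor of 2.11 to 16.22, 3000 probesets are at the floor on every array, and array medians lie between 2.73 and 3.10. Arrays correlate with the rest of their own group at 0.994 to 0.999. The floor limits what can be seen of falls in weakly expressed genes.

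Of 18952 probesets 183 controls were left out. Of the other 18769 the supplied probe table names 1 gene for 13647 (13550 of them matched to the reference's gene table), several genes for 402 and lists no entry for 4720, which are unnamed here. The probesets with 1 gene name 11982 genes. No gene was named from a probeset with several. Among the paper's genes takeout, IM3 and Myo61F have no named probeset, and CG10097 and CG17325 only probesets with several genes.

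The paper's methods call a probeset absent below the 25th percentile. That percentile equals the floor in every group, so that strictly below it no probeset lies, and probesets at or below it in both groups were left out. Each comparison was fitted with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes) on its own groups, with interaction terms for background and age, and Benjamini-Hochberg adjustment. A gene counted at an adjusted p under 0.05 and a fold over 1.5 in any probeset naming it alone. The methods' t-test at an unadjusted p under 0.01 and the same fold was run beside it, and the overlaps use those calls. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

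Gene lists were written before the data were examined: eggshell, yolk, oogenesis, DNA replication, serine peptidases, defense, insulin signalling, fat synthesis and storage, clock, takeout family, heat shock, oxidative phosphorylation, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, cytochrome P450s, glutathione S-transferases, the paper's shared genes, and genes of muscle, photoreceptors, neurons, fat body, midgut, male organs and spermatheca. They stand in for the paper's GO categories, since no GO annotation was used here. Lists were tested with limma's camera (preset correlation of 0.01, and an estimated correlation) and fry, and counted over all genes and adjusted over the list alone.

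The rule for genes the text names was also set then: every gene the paper names, the 5 largest rises and 5 largest falls of each day 10 comparison (3 in the others) among called genes whose arrays do not overlap, and for each list up to 4 called members with the largest change. Genes outside it are marked as named or looked up after their values were seen.

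Replicate numbers were tested as pairs from the arrays' deviations from their group means. They pair the arrays in the DN-Dmp53 comparisons, with r of 0.61, 0.42 and 0.76 at day 10 and 0.30, 0.28 and 0.20 at day 40. Overlaps with shared controls were compared with 100 simulated draws. Correlations of fold changes between comparisons were not planned before the data were seen. The fit was tested on simulated data, in which a raised list was called and 0 of 20 unchanged lists were. The simulated noise was independent between probesets, so this check does not cover false calls of lists whose genes correlate.

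Alternatives were other filters, a fit of all groups, a replicate block, array weights, quantile normalization again, centring, Welch's unequal variances, probesets in place of genes, and leaving out each array. A mean-variance trend in limma, counting probesets that name no single gene, and a paired t-test of the DN-Dmp53 arrays were chosen after seeing the data.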

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

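The tests of RU486 and of a lasting effect for the cuticle genes, the test of a lower share of ovary RNA, and the choice of shared genes on part of the arrays were chosen after the result was seen.

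The effect of an intervention differed between groups in limma's interaction test for 356 genes between the 2 backgrounds under DR at day 10 (172 higher, 184 lower in Canton-S flies), with TwdlM (6.28), ImpE2 (-5.16) and stau (-1.34) among them. Between ages it differed for 512 genes under DR in yw/w1118 flies, with TwdlN (6.28) and ninaD (-5.21), for 858 in Canton-S flies, with Gnmt (5.00) and Npc2d (-5.47), for 440 with dSir2, with tut (2.55) and psd (-1.99), and for 191 with DN-Dmp53, with CG2962 (8.71) and CG17234 (-6.44). Of 100 splits each, 6, 11, 7, 13 and 1 gave as many genes, the real one included, with 2607, 3296, 5173, 1661 and 172 as the highest other. The DN-Dmp53 arrays pair by replicate number, and of the 32 splits that part every pair at both ages 1, the real one, gave as many. The highest other of these, again 172, keeps the groups whole and exchanges them at 1 age, and none of the 18 that break both ages gave more than 1 gene. All these splits shuffle treatment inside each stratum (age or background), so they test for no treatment effect rather than for equal effects. They cannot decide on chance for any of the 5 counts. With replicate as a block, DN-Dmp53 by age kept 142 genes. The floor can limit what is seen for 63, 28, 58, 13 and 74 of the genes in these 5 counts, with TwdlM, ImpE2, TwdlN, ninaD, tut and CG2962 among them, so their sizes are not exact. The splits with several times the real count exchange or keep whole treatment groups of 1 stratum. Effects of the treatment itself thus enter their counts. Among the 85, 79, 77, 80 and 81 splits that break both strata none gave as many.

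These counts move when an array is left out, which by itself makes calls harder. The background count was 235 and 229 without dSir2 control replicate 2 or 3 of day 10. The yw/w1118 count by age was 285 and 878 without DR replicate 2 or 3 and 279 without control replicate 3 of day 40, 212 and 268 without DR replicate 1 or 2 of day 10, and 294, 274 and 298 without control replicate 1, 2 or 3 of day 10. The Canton-S count was 509 without control replicate 3 of day 40 and 511 without control replicate 2 of day 10, and with another quantile normalization its split of 328 higher and 530 lower became 495 and 476. The dSir2 count was 268 and 269 without overexpression replicate 1 or 3 and 271 and 210 without control replicate 2 or 3 of day 40, 246 and 835 without overexpression replicate 1 or 3 and 245 and 206 without control replicate 2 or 3 of day 10, and its split of 217 and 223 became 153 and 243 with another quantile normalization. The DN-Dmp53 count was 104, 106 and 119 without its replicate 1, 2 or 3 and 120 without control replicate 1, all of day 10.

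Age itself, which the paper does not analyse, changed 3112 genes between days 10 and 40 in the dSir2 control flies, 2138 in the DN-Dmp53 control flies and 974 in the Canton-S control flies. The last count was 489, 303 and 607 without day 10 replicate 1, 2 or 3.

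For comparisons of 3 with 3 arrays the 10 splits are too few to tell chance from the grouping, and 1 split, the real one, gave as many genes unless stated. Real and highest other counts by limma were 3105 and 0 for DR in yw/w1118 flies at day 10 and 7 and 0 at day 40, 3437 and 1 and 2516 and 7 in Canton-S flies, 1169 and 0 with dSir2 at day 10 and 0 and 0 at day 40 (all 10 splits, with 528 and 577 genes at an unadjusted p under 0.05), 216 and 1 and 1 and 0 with DN-Dmp53, also among the 4 splits that part every pair, 1130 and 0 for DR against dSir2, and 3112 and 0, 2138 and 0 and 974 and 1 for age. By the criteria of the methods they were 2699 and 5, 223 and 47, 3054 and 4, 1899 and 24, 981 and 13, 20 and 29 (3 splits, for dSir2 at day 40), 296 and 29, and 86 and 15.

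The low cuticle genes in DN-Dmp53 flies at day 10 may reflect RNA of embryos or larvae in or on the control females: the other 78 lower genes correlated with the cuticle genes inside 12 other groups at a median r of 0.24, where random lists gave -0.00. Whether young embryos are among them cannot be told apart, since the 11 first zygotic genes lie near the floor, at medians of 2.17 in control and 2.21 in DN-Dmp53 flies, so that their median difference of -0.05 excludes nothing. RU486 in the food is argued against by a median change of 0.04 in dSir2 overexpressing flies, quartiles -0.09 to 0.36. Whether an effect of DN-Dmp53 lasts cannot be told apart, since 1 of the 13 genes is above the floor in the day 40 controls. An effect of DN-Dmp53 itself on the cuticle genes stays open.

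Muscle, photoreceptor and neuron genes were higher and oogenesis genes lower under DR in yw/w1118 flies. A lower share of ovary RNA, as the whole cause, would raise every other tissue alike, but the lower quartile of the muscle list lies 1.15 above the upper quartile of the fat body list. The muscle median lies 1.63 above that of all genes with a mean over 6. In quantile normalized arrays that reference stays small by construction, here -0.17, so the difference cannot decide on scaling. A smaller share of ovary as part of the cause, and a change inside muscle or the eye, may both hold.

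Noise of the shared control arrays, as simulated, is not the whole cause of the overlap of dSir2 overexpression with DR. The covariance of the fold changes exceeds the simulated one by 0.171. The simulated groups hold no shift common to all the control arrays, so this test cannot decide on such a shift. Canton-S DR flies, with controls of their own, shared 654 genes with dSir2, which keeps its controls there. With DR compared to the DN-Dmp53 control flies, which carry another construct, 303 genes were shared in place of 733. RU486 as the whole cause is argued against, since the 733 shared genes had a median of 0.24 in the direction of dSir2 in DN-Dmp53 flies (upper quartile 0.38), which also received it, against 0.79 with dSir2 and 1.13 in Canton-S DR flies. Their choice by fold raises the 0.79, but with genes chosen on the other arrays the fold on 1 dSir2 and 1 control array left out was 0.82, 0.73 and 0.80, against upper quartiles of 0.35, 0.36 and 0.38 in DN-Dmp53 flies. Of the 733, 89.9% went in the direction of dSir2 in DN-Dmp53 flies, which goes with RU486 as a part. A part played by RU486 may remain, and no RU486 array without a construct was analysed here. A shift common to the shared control arrays stays open as a cause.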

How the results depend on the processing

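The mean-variance trend in limma, the counting of probesets that name no single gene and the paired t-test of the DN-Dmp53 arrays were chosen after seeing the data, and the first 2 moved no count by more than 1.5 times.

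Counts that moved by more than 1.5 times are given beside the count as reported, and the cause was not tested except where stated. Without a fold minimum limma called 5598 against 3105 for yw/w1118 DR day 10, 12 against 7 for yw/w1118 DR day 40, 5613 against 3437 for Canton-S DR day 10, 2603 against 1169 for dSir2 day 10, 375 against 216 for DN-Dmp53 day 10 and 2762 against 1130 for DR against dSir2 day 10. Without the absent filter it called 1 against 7 for yw/w1118 DR day 40, 128 against 216 for DN-Dmp53 day 10, 0 against 1 for DN-Dmp53 day 40, 331 against 512 for yw/w1118 DR by age, 126 against 191 for DN-Dmp53 by age and 578 against 974 for age in the Canton-S control flies. With all 14 groups in 1 fit the counts were 739 against 7 for yw/w1118 DR day 40, 4 against 0 for dSir2 day 40, 299 against 1 for DN-Dmp53 day 40, 801 against 512 for yw/w1118 DR by age and 406 against 191 for DN-Dmp53 by age. With replicate as a block they were 0 against 7 for yw/w1118 DR day 40, 506 against 1169 for dSir2 day 10, 93 against 216 for DN-Dmp53 day 10, 0 against 1 for DN-Dmp53 day 40, 568 against 1130 for DR against dSir2 day 10, 217 against 356 for DR by background day 10, 238 against 512 for yw/w1118 DR by age, 281 against 440 for dSir2 by age, 1182 against 2138 for age in the DN-Dmp53 control flies and 538 against 974 for age in the Canton-S control flies. After quantile normalization again the counts were 14 against 7 for yw/w1118 DR day 40 and 0 against 1 for DN-Dmp53 day 40. With absent set at the 50th percentile the counts were 73 against 7 for yw/w1118 DR day 40 and 0 against 1 for DN-Dmp53 day 40. By the methods' t-test at an unadjusted p under 0.01 the counts were 223 against 7 for yw/w1118 DR day 40, 20 against 0 for dSir2 day 40 and 86 against 1 for DN-Dmp53 day 40. By the methods' t-test with Benjamini-Hochberg the counts were 1 against 7 for yw/w1118 DR day 40, 120 against 216 for DN-Dmp53 day 10 and 0 against 1 for DN-Dmp53 day 40. With limma array weights the counts were 898 against 7 for yw/w1118 DR day 40, 354 against 216 for DN-Dmp53 day 10 and 1859 against 1130 for DR against dSir2 day 10. With each array centred on its median the counts were 105 against 7 for yw/w1118 DR day 40 and 0 against 1 for DN-Dmp53 day 40. At the criteria of the methods, Welch's unequal variances gave 130 against 223 for yw/w1118 DR day 40, 10 against 20 for dSir2 day 40, 49 against 86 for DN-Dmp53 day 40, 1330 against 2024 for the overlap of yw/w1118 DR and Canton-S DR day 10, 487 against 733 for the overlap of dSir2 and yw/w1118 DR day 10, 394 against 654 for the overlap of dSir2 and Canton-S DR day 10, 73 against 134 for the overlap of DN-Dmp53 and yw/w1118 DR day 10, 19 against 40 for the overlap of DN-Dmp53 and dSir2 day 10 and 16 against 36 for the genes shared by DR, dSir2 and DN-Dmp53 day 10. limma's moderated unadjusted p under 0.01 gave 137 against 86 for DN-Dmp53 day 40. A paired t-test of the DN-Dmp53 arrays, as a replicate block, gave 167 against 296 for DN-Dmp53 day 10, 75 against 134 for the overlap of DN-Dmp53 and yw/w1118 DR day 10, 22 against 40 for the overlap of DN-Dmp53 and dSir2 day 10 and 21 against 36 for the genes shared by DR, dSir2 and DN-Dmp53 day 10. DR against the DN-Dmp53 control flies, which carry another construct, gave 303 against 733 for the overlap of dSir2 and yw/w1118 DR day 10. Without the filter, probesets at the floor with no variance enter the fit by construction.

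With an estimated correlation camera no longer called 57 of 120 list tests, among them DNA replication, muscle, cytochrome P450s and the takeout family under DR in yw/w1118 flies. The 120 also hold tests that were not called with the preset correlation, so 57 of 120 is not the share of calls lost. For the lists that the main results rest on, the adjusted p was then 0.318 for oogenesis, yw/w1118 DR day 10, 0.277 for serine peptidases, yw/w1118 DR day 10, 0.342 for defense response, yw/w1118 DR day 10, 0.42 for oogenesis, Canton-S DR day 10, 0.477 for serine peptidases, Canton-S DR day 10, 0.435 for defense response, Canton-S DR day 10, 0.23 for eggshell, dSir2 day 10, 0.228 for oogenesis, dSir2 day 10, 0.349 for serine peptidases, dSir2 day 10, 0.461 for defense response, dSir2 day 10, 0.134 for eggshell, DN-Dmp53 day 10 and 0.355 for eggshell, DR against dSir2 day 10. In a fit of all 14 groups the defense list with dSir2 had 0.113, and fry called the oogenesis list lower in DR against dSir2 (0.0422). fry gave the opposite direction to camera for the fat body list with dSir2 (0.00265) and with DN-Dmp53 (0.00239) and for the cytochrome P450s in DR against dSir2 (0.0147).

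Leaving out 1 array at a time, limma's counts ranged from 2651 to 3228 for yw/w1118 DR day 10, 1 to 38 for yw/w1118 DR day 40, 3083 to 3380 for Canton-S DR day 10, 1356 to 2360 for Canton-S DR day 40, 685 to 1493 for dSir2 day 10, 0 to 2 for dSir2 day 40, 72 to 187 for DN-Dmp53 day 10, 0 to 20 for DN-Dmp53 day 40, 568 to 1316 for DR against dSir2 day 10, 2765 to 3213 for age in the dSir2 control flies, 1448 to 2006 for age in the DN-Dmp53 control flies and 303 to 728 for age in the Canton-S control flies. Interaction counts ranged from 229 to 379 for DR by background day 10, 212 to 878 for yw/w1118 DR by age, 509 to 1235 for Canton-S DR by age, 206 to 835 for dSir2 by age and 104 to 217 for DN-Dmp53 by age. By the criteria of the methods they ranged from 1927 to 2500 for yw/w1118 DR day 10, 80 to 280 for yw/w1118 DR day 40, 2240 to 2646 for Canton-S DR day 10, 929 to 1489 for Canton-S DR day 40, 590 to 1028 for dSir2 day 10, 11 to 76 for dSir2 day 40, 191 to 268 for DN-Dmp53 day 10 and 50 to 112 for DN-Dmp53 day 40. Overlaps ranged from 1468 to 1880 for the overlap of yw/w1118 DR and Canton-S DR day 10, 397 to 705 for the overlap of dSir2 and yw/w1118 DR day 10, 411 to 649 for the overlap of dSir2 and Canton-S DR day 10, 72 to 114 for the overlap of DN-Dmp53 and yw/w1118 DR day 10, 23 to 37 for the overlap of DN-Dmp53 and dSir2 day 10, 18 to 34 for the genes shared by DR, dSir2 and DN-Dmp53 day 10 and 0 to 1 for the genes shared by DR, dSir2 and DN-Dmp53 day 40. For the defense list camera's adjusted p ranged from 0.00593 (without dSir2 control replicate 1) to 0.0796 (without dSir2 control replicate 2, which ended the call) with dSir2, and from 0.0079 (without DN-Dmp53 control replicate 2, which alone gave a call) to 0.502 (without DN-Dmp53 replicate 3) with DN-Dmp53. Among the values of single genes the text names, a replicate block took 67 below the threshold, 23 of them with DN-Dmp53, where the arrays pair and the genes are named beside the result, the methods' t-test with Benjamini-Hochberg 39, a fit of all 14 groups 17, quantile normalization again 17, the mean of the gene's probesets 8, array weights 5 and centring 3, and none reversed. Leaving out 1 array at a time took such a value below the threshold in 265 cases, and in 1350 the call stayed the same. Any fit with 1 array fewer makes calls harder, so a lower count or a lost call need not come from the array left out. With DN-Dmp53 at day 10 the replicate block also gave a call for CG30033 and for the list of mitochondrial ribosomal proteins, and it changed no other call of a named gene or list. The floor of the arrays limits what falls can be seen.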

Differences from the paper's values

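All settings named here were set before the data were examined. Of 35 values of the paper that were compared, at its criteria unless stated, 9 differ by more than 1.5 times.

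Genes lower under DR in yw/w1118 flies at day 40 number 31, against the paper's 19. Welch's unequal variances gave 18, which does not differ, and 31 without the absent filter, 43 by limma's moderated unadjusted p and 36 probesets do. Without 1 array, 5 of 6 counts do not differ.

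dSir2 and Canton-S DR share 654 genes, against the paper's 428. Welch's unequal variances gave 394, which does not differ, and 654 without the filter, 766 by limma's moderated unadjusted p, 729 probesets and 831 by limma's adjusted p do. Without 1 array, 11 of 12 do not differ.

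DN-Dmp53 and DR share 134 genes, against the paper's 87. Welch's unequal variances (73) and limma's adjusted p (100) do not differ from it, and 134 without the filter, 159 by limma's moderated unadjusted p and 156 probesets do. Without 1 array, 12 of 12 do not differ.

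DN-Dmp53 and dSir2 share 40 genes, against the paper's 88, which is 13.5% of the DN-Dmp53 genes against the paper's 37% and 21.9% of the higher ones against the paper's 65%. No setting reaches these: counts were 19 with Welch's unequal variances, 40 without the filter, 52 by limma's moderated unadjusted p, 46 probesets and 32 by limma's adjusted p, percents 9.2, 13.5, 15.2, 13.6 and 14.8, and percents of the higher genes 15.9, 21.9, 24.4, 21.3 and 26.1. Of the 12 counts without 1 array 0 come within 1.5 times. Of the higher genes 37 are shared, against the paper's about 23 in Fig. 2A, read by eye. Welch's unequal variances (18) and limma's adjusted p (29) do not differ from that, and 37 without the filter, 48 by limma's moderated unadjusted p and 42 probesets do. Without 1 array, 12 of 12 do not differ. The text and the figure of the paper thus give different overlaps.

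Genes higher in DR, dSir2 and DN-Dmp53 flies at day 10 number 35, against the paper's 20. Welch's unequal variances (15), limma's adjusted p (29) and DR against the DN-Dmp53 control flies, which carry another construct (28), do not differ, and 35 without the filter, 44 by limma's moderated unadjusted p and 40 probesets do. Without 1 array, 11 of 15 do not differ. At day 40 the 3 share 0 genes, against the paper's 1, at 0 in every setting, and 2 of 15 counts without 1 array give 1.

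The paper names peptidase categories among those higher with DN-Dmp53. Of 27 trypsins and Jonah proteases limma called 1 higher and 4 lower, while Send1 and Send2, which are not in that list, were higher. The list is a part of such categories, and limma's threshold is not that of the paper. These calls therefore cannot be set against its GOstat result. daw and CG30033, which the paper lists as shared, pass the criteria of the methods with DN-Dmp53 but have a limma adjusted p of 0.0524 and 0.0781.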

Other observations

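The 2 correlations with age were not planned, and were picked from those of all pairs of comparisons after their values were seen.

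Age raised defense genes in control flies. Of 15 in the list 12 rose from day 10 to day 40 in dSir2 controls, 9 in DN-Dmp53 controls and 11 in Canton-S controls (12, 11 and 12 when adjusted over the list alone), and none fell, with a camera adjusted p = 3.4e-06, 4.9e-06 and 7.6e-07 by limma, and 0.267, 0.559 and 0.722 with an estimated correlation. edin, which is not in that list, rose by 9.31 in dSir2 controls, 9.09 in DN-Dmp53 controls and 7.66 in Canton-S controls, AttD by 7.52, 9.13 and 7.02, and DptB by 6.87, 7.80 and 4.73. The maternal gene bcd changed with age by -1.98 in dSir2 controls and -1.78 in DN-Dmp53 controls.

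The changes of DR in Canton-S flies correlated with those of age in the dSir2 control flies, which share no arrays with them, at r = 0.466 across probesets, and those of DR in yw/w1118 flies with age in the DN-Dmp53 control flies at r = 0.486. Probesets are not independent replicates.

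Genes of oxidative phosphorylation had a median change of 0.31 under DR in yw/w1118 flies (2 of 18 called) and 0.35 with dSir2 (0 of 18 called), with a camera adjusted p = 6.0e-05 and 2.4e-05 by limma, and 0.359 and 0.228 with an estimated correlation. Cytosolic ribosomal proteins had a median of 0.07 under DR (1 of 35 called higher), and mitochondrial ribosomal proteins -0.15 (1 of 69 called lower), with an adjusted p = 0.214 and 0.646 with an estimated correlation. Of 7 genes of male organs none was called under DR by limma, at a median of -0.00, and 2573 genes were higher and 3448 lower at an unadjusted p under 0.05.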
